# Transcriptome Modifications in the Porcine Intramuscular Adipocytes during Differentiation and Exogenous Stimulation with TNF-α and Serotonin

**DOI:** 10.3390/ijms21020638

**Published:** 2020-01-18

**Authors:** Asuka Tada, Md Aminul Islam, AKM Humayun Kober, Kohtaro Fukuyama, Michihiro Takagi, Manami Igata, Leonardo Albarracin, Wakako Ikeda-Ohtsubo, Kenji Miyazawa, Kazutoyo Yoda, Fang He, Hideki Takahashi, Julio Villena, Hisashi Aso, Haruki Kitazawa

**Keywords:** porcine intramuscular preadipocyte (PIP), porcine mature adipocyte (pMA), serotonin, serotonin receptor, adipogenesis, TNF-α, transcriptome

## Abstract

Adipocytes are dynamic cells that have critical functions to maintain body energy homeostasis. Adipocyte physiology is affected by the adipogenic differentiation, cell program, as well as by the exogenous stimulation of biochemical factors, such as serotonin and TNF-α. In this work, we investigated the global transcriptome modifications when porcine intramuscular preadipocyte (PIP) was differentiated into porcine mature adipocyte (pMA). Moreover, we studied transcriptome changes in pMA after stimulation with serotonin or TNF-α by using a microarray approach. Transcriptome analysis revealed that the expression of 270, 261, and 249 genes were modified after differentiation, or after serotonin and TNF-α stimulation, respectively. Expression changes in *APP*, *HNF4A*, *ESR1*, *EGR1*, *SRC*, *HNF1A*, *FN1*, *ALB*, *STAT3*, *CBL*, *CEBPB*, *AR*, *FOS*, *CFTR*, *PAN2*, *PTPN6*, *VDR*, *PPARG*, *STAT5A* and *NCOA3* genes which are enriched in the ‘PPAR signaling’ and ‘insulin resistance’ pathways were found in adipocytes during the differentiation process. Dose-dependent serotonin stimulation resulted in a decreased fat accumulation in pMAs. Serotonin-induced differentially expressed genes in pMAs were found to be involved in the significant enrichment of ′GPCR ligand-binding′, ‘cell chemotaxis’, ‘blood coagulation and complement’, ‘metabolism of lipid and lipoproteins’, ‘regulation of lipid metabolism by *PPARA’*, and ‘lipid digestion, mobilization and transport’ pathways. TNF-α stimulation also resulted in transcriptome modifications linked with proinflammatory responses in the pMA of intramuscular origin. Our results provide a landscape of transcriptome modifications and their linked-biological pathways in response to adipogenesis, and exogenous stimulation of serotonin- and TNF-α to the pMA of intramuscular origin.

## 1. Introduction

Adipocytes are dynamic cells that have critical functions to maintain body energy homeostasis. The ability of adipocytes to store and mobilize energy is of fundamental physiological importance. Excess energy is mostly stored in the adipose tissue, and it is released as free fatty acids through a process that is regulated and inhibited by insulin [1]. The excessive accumulation of adipose tissue mass results in obesity, due to adipocyte hypertrophy without hyperplasia. In obese subjects, adipocytes are excessively enlarged and are associated with pathologic alterations, such as hypoxia, fibrosis, and inflammation with macrophage infiltration [2,3]. These alterations in the adipose tissue play a crucial role in the development of obesity-associated metabolic disorders, especially insulin resistance and type 2 diabetes mellitus [3]. Therefore, the mode of adipocyte expansion is critical for insulin sensitivity and overall metabolic health. The expansion of adipose depots can be driven either by the increase in adipocyte size called hypertrophy or by the formation of new adipocytes from precursors’ differentiation in the process of adipogenesis called hyperplasia [4]. Notably, adipocyte expansion through adipogenesis can offset the negative metabolic effects of obesity [4]. Adipocyte hyperplasia leads the activation of biological pathways that favor adipocyte differentiation, the formation of adipocytes from precursor cells, produces an increase in the number of physiologically functional adipocytes [4]. Preadipocytes are one kind of precursor cells from where adipocytes are likely generated through adipogenic differentiation. Therefore, elucidating the molecular mechanisms and the regulators of preadipocyte differentiation is necessary to enhance our understanding of the pathogenesis of obesity-associated metabolic diseases in pigs, as well as in humans.

Serotonin or 5-hydroxytryptamine (5-HT) is a biogenic monoamine that acts either as a neurotransmitter in the brain or as a hormone in the periphery. The peripheral serotonin is known to be involved many important biological functions, including vasoconstriction and heart rate in the cardiovascular system [5], appetite, homeostasis and gastrointestinal functions [6], inflammatory responses [7], and obesity [8,9]. Serotonin has shown to influence both lipid and glucose metabolism directly by suppressing lipolysis and glucose uptake in primary adipose cells in the rodent model [10]. Serotonin exerts its biochemical signals through its interaction with several classes of serotonin receptors distributed throughout the nervous system and peripheral organs like adipose tissue [6,11]. Though more than 90% of body’s serotonin is synthesized through hydroxylation of dietary L-tryptophan catalyzed by tryptophan hydroxylase 1 (TPH1) expressed in the enterochromaffin cells of the gastrointestinal tract [12], it was reported that adipocytes themselves are capable of producing serotonin [11]. Exogenous serotonin in like gut-derived serotonin can regulate the signaling through serotonin receptors (HTRs) in adipocytes [13]. We, therefore, checked the presence of serotonin receptors in the adipocytes followed by serotonin-induced gene expression changes in adipocytes originated from porcine intramuscular preadipocytes.

Hypertrophied and dysfunctional adipocytes in obese subjects lose their ability to minimize the adverse effect of a high-fat diet, and induce the secretion of proinflammatory cytokines, including tumor necrosis factor-alpha (TNF-α), which promotes to initiate local and systemic inflammatory responses [14]. TNF-α is synthesized by adipocytes and adipose tissue-infiltrated macrophages in obese hosts, acting as an endocrine and paracrine/autocrine mediator through interaction with type I and type II TNF-α receptors (TNFR I and II), both expressed in adipocytes [15]. It was reported that TNF-α positively contributes to maintaining the proinflammatory microenvironment through the activation of nuclear factor -kappa B (NF-κB) signaling [16], which leads significant changes in gene expression and thereby affecting adipocyte functionality [17]. Therefore, global transcriptome profiling of adipocytes with and without exogenous TNFα stimulation would provide an important clue to identifying the potential candidate genes associated with metabolic functions of adipocytes.

Previously we established a porcine preadipocyte (PIP) cell line from the *Musculus longissimus thoracis* of a Duroc pig which maintains a normal phenotype without transforming spontaneously even after long-term culture [18]. We used this cell line for the investigation of adipogenic differentiation, and we were able to establish a protocol to obtain functional mature adipocytes from PIP cells [18]. In a recent transcriptome study, we demonstrated that Toll-like receptors are activated in the porcine mature adipocytes (pMA), which were obtained from in vitro differentiation of PIP cells [19]. Mass progress has been made in adipocytes research in the last three decades; however, the molecular regulatory mechanisms underlying intramuscular adipocytes differentiation remains unclear. Though few studies have compared gene-expression patterns in undifferentiated and differentiated porcine intramuscular adipocytes [20,21,22,23], the influences of serotonin or TNF-α in the global transcriptome modifications of adipocytes are yet to be elucidated. In this study, we investigated the global gene expression changes during differentiation of PIP into pMA, and the influence of exogenous serotonin and TNF-α stimulation in the transcriptional modification of pMA.

## 2. Results

### 2.1. Transcriptome Signatures of PIP Cells Differentiation

The PIP cells were subjected to in vitro differentiation and maturation in vitro with specified growth media and maintained for four days. Then we investigated the global expression changes between PIP cells and pMA to explore the transcriptome signatures for the adipogenic differentiation. 

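Gene expression was measured on 4 porcine oligonucleotide arrays, 1 for each of 4 conditions: PIP cells, unstimulated pMA, pMA stimulated with serotonin and pMA stimulated with TNF-α. For differentiation, the array of PIP cells was compared with the array of unstimulated pMA, which were kept in differentiation medium for 4 days. According to the methods, RNA was pooled within each group before labelling, so each array gives the mean of a pool. No difference between conditions therefore has a replicate check, and no p-value across genes is given. The methods name a mouse array read by GenePix in one paragraph and a two-color porcine array in another. The deposited intensities came from a porcine array in 1 color, Cy3, read by Agilent Feature Extraction. All 4 arrays lay on 1 slide. Each array held 43803 non-control spots for 43603 probes, and these carried 34856 gene names, 6762 of them gene symbols. Intensities were placed on a log2 scale, and the 75th percentile of each array's log2 values was then subtracted. Control spots and spots marked as outliers were left out, 12 of the latter on the PIP array and 1 on the pMA array. A gene was represented by its probe with the highest mean over the arrays. In PIP cells 56.5% and in pMA 56.5% of the probes were well above background, and the 75th percentile of intensity was 515 and 479. Where a probe was well above background on only 1 of the arrays compared, the dimmer value was set no lower than the faintest signal well above background on its array, and the ratio is a lower bound of the change. A ratio was not calculated where both arrays were dim, or where the brighter value did not exceed that limit. Spots of 1 probe repeated on an array had a standard deviation of 0.09 in PIP cells and 0.08 in pMA on the log2 scale, which covers only the noise of spots within an array.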

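A ratio between pMA and PIP cells was obtained for 18643 gene names. Of these, 2516 differed at least 2-fold, the fold cutoff of the methods, with 1852 higher and 664 lower in pMA. A lower bound rather than a measured ratio stood behind 760 of them. Among gene names that are symbols, 652 of 5330 differed at least 2-fold. The number depended on the filter and the cutoff: with no filter on dim probes 7129 genes passed, and at a 4-fold cutoff 343 did. It was 1945 after quantile normalization and 2505 after scaling to the median. The direction depended on the scaling. The share that rose was 73.6% after scaling to the 75th percentile, 54.7% after quantile normalization and 34.1% after scaling to the median, which moved the median log2 ratio of all genes from 0.12 to -0.22. After scaling to the 75th percentile, bright spike-in controls lay 0.38 higher on the PIP array than on the pMA array, so a scaling to them would move the log2 ratios upward. Among gene symbols measured on both arrays, the 5 largest rises in pMA were in CD36 (log2 ratio 5.17), ADAMTS1 (4.73), KLF11 (4.15), AGT (4.10) and ANGPTL4 (3.94). The 4 probes of CD36 ranged from 1.19 to 5.17, the 3 probes of KLF11 from 2.13 to 4.15 and the 5 probes of AGT from 2.44 to 4.10. The 5 largest falls were in TOPOII (-5.16), CCNB1 (-4.91), PBK (-4.81), PCLAF (-4.72) and KIF4A (-4.63). The 4 probes of PBK ranged from -5.24 to -3.79 and the 3 probes of KIF4A from -4.63 to -2.18.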

Microarray expression analysis identified a total of 270 differentially expressed genes (DEGs) in pMA when compared to PIP cells. The protein-protein interaction analysis was performed to detect the most potential regulatory Hub genes of the transcriptional network associated with adipogenesis (Figure 1). 

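For 20 genes placed at the center of the network, all were on the array and 17 had a ratio between pMA and PIP cells. CEBPB had a log2 ratio of 1.71, VDR of 1.61, FOS of 1.36, ESR1 of 1.22 (from 1 of its 4 probes, the only one with a ratio) and PPARG of 1.07. EGR1 was not well above background in PIP cells and was at least 3.89-fold higher in pMA. These 6 were the members that rose at least 2-fold, and none fell that far. CBL, at 0.97, and ALB, at 0.85, rose less, and only 2 of the 20 probes of ALB had a ratio. APP (-0.22, with 12 probes from -0.41 to 0.98), NCOA3 (-0.58, with 3 probes from -0.58 to 0.77) and PAN2 (-0.74) were among those lower in pMA. HNF4A, CFTR and PTPN6 were not well above background on either array. The median log2 ratio of the 17 genes was 0.74 on these arrays. The paper drew the network from genes it called changed on the same arrays, so this median is no independent evidence of a change. Under the 9 processing settings this median lay between 0.39 and 0.91.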

The top twenty potential network Hub genes included *APP*, *HNF4A*, *ESR1*, *EGR1*, *SRC*, *HNF1A*, *FN1*, *ALB*, *STAT3*, *CBL*, *CEBPB*, *AR*, *FOS*, *CFTR*, *PAN2*, *PTPN6*, *VDR*, *PPARG*, *STAT5A* and *NCOA3* (Figure 1).

A gene-set network was constructed to visualize the KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways enriched by the DEGs associated with differentiation of PIP cells into pMA (Figure 2). The top ten significantly enriched KEGG pathways includes ‘PPAR signaling’, ‘Complement and coagulation cascades’, ‘Neuroactive ligand-receptor interaction’, ‘Insulin resistance’, ‘PI3K-Akt signaling’, ‘cGMP-PKG signaling’, ‘Thyroid hormone synthesis’, ‘Pancreatic secretion’, and ‘Fat digestion and absorption’ pathways (Figure 2).

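A list of 46 genes of PPAR signaling, written from general knowledge rather than taken from KEGG, had 34 members with a ratio between pMA and PIP cells. Their median log2 ratio was 0.25, at the 99.0th percentile of random lists, and 9 rose and 2 fell at least 2-fold. Scaling to the median moved it to -0.10 together with the median of all genes, from 0.12 to -0.22, a shift common to all genes that says nothing about this list in particular. FABP4 was at least 8.48-fold higher in pMA, and PLIN2 (3.13) and APOA2 (2.38) rose, while FABP3 (-1.57) and PCK2 (-1.35) fell. A list of 29 complement genes had 16 members with a ratio and a median log2 ratio of 0.78, with SERPING1 (1.94), CD55 (1.81) and C1R (1.37) among the 5 that rose at least 2-fold and none that fell that far. A list of 34 lipid transport genes had a median of 0.43 over 20 genes. Over the processing settings the complement median lay between 0.42 and 0.85 and the lipid transport median between 0.08 and 0.57. Such medians net rises against falls, so they do not test an enrichment of changed genes.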

### 2.2. Expression of Serotonin Receptor Proteins in PIP and pMA

There are seven serotonin receptor classes with a total of 14 different subtypes: 5-HT_1_ (5-HT_1A_, 5-HT_1B_, 5-HT_1D_, 5-HT_1E_, 5-HT_1F_), 5-HT_2_ (5-HT_2A,_ 5-HT_2B,_ 5-HT_2C_), 5-HT_3_, 5-HT_4_, 5-HT_5_(5-HT_5A,_ 5-HT_5B_), 5-HT_6,_ and 5-HT_7_, among which the activation of 5-HT_1A_ and 5-HT_2C_ receptors were reported to be involved in the regulation of adipocyte differentiation [24,25,26]. In order to confirm the presence of serotonin receptors, PIP cells and pMAs were stimulated with serotonin (50 or 100 μM), and the protein level expression of 5-HT_1A_ and 5-HT_2C_ receptors was evaluated by immunofluorescent staining. Results demonstrated that 5-HT_1A_ protein was expressed in PIP cells (Figure 3A) and in pMA (Figure 3B) after dose-dependent stimulation with exogenous serotonin. The 5-HT_2C_ protein was also expressed in PIP cells (Figure 3C) and in pMAs (Figure 3D) after the stimulation with exogenous serotonin.

Once we confirmed the presence of serotonin receptors in the PIP and pMA, we explored the effect of serotonin stimulation on the fat accumulation in pMA. Oil red staining studies showed that serotonin stimulation resulted in a decreased accumulation of fat in the adipocytes in a dose-dependent manner (Figure 4A–D). There was significant cell death occurred following serotonin stimulation in dose-dependently (Figure 4E).

### 2.3. Transcriptome Modifications in pMA after Serotonin- or TNF-α -Stimulation

We investigated the patterns of gene expression changes in pMA after serotonin or TNF-α stimulation. 

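The stimulated pMA received 100 μM serotonin or 2.5 µg/mL TNF-α for 12 h, and each was compared with the same array of unstimulated pMA. The sample labels give the serotonin dose as 100 μM per ml. Of the probes, 60.9% were well above background after serotonin and 66.0% after TNF-α, with a 75th percentile of intensity of 566 and 559. Outlier marks removed 3 and 4 spots. The standard deviation between repeated spots was 0.09 after serotonin and 0.10 after TNF-α on the log2 scale, which gives a technical standard deviation of 0.13 for a log2 ratio. Scaling, filters and lower bounds were handled as for differentiation. The unstimulated array enters both comparisons, so its chance values move both sets of ratios together. Bright spike-in controls differed from the unstimulated array by -0.13 after serotonin and -0.08 after TNF-α after scaling, and ACTB by -0.30 and -0.18. The 4 probes of ACTB ranged from -1.71 to -0.29 after serotonin.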

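After serotonin, 19097 gene names had a ratio to unstimulated pMA and 1304 of them differed at least 2-fold, 282 of these by a lower bound. For TNF-α the numbers were 19790, 704 and 179. Among gene symbols, 391 differed after serotonin and 236 after TNF-α. Raising the cutoff to 4-fold left 187 and 100 genes, while removing the filter on dim probes gave 3902 and 3236. The largest rises measured on both arrays after serotonin were in MMP1 (log2 ratio 4.34), MT1A (4.06), IL1A (3.79), AKR1C1 (3.73) and UGT1A6 (3.68). The 3 probes of AKR1C1 with a ratio ranged from 3.73 to 5.43, but its ratio lay between 1.98 and 3.77 over the processing settings. The largest falls were in DKK2 (-4.73), P311 (-3.74), ENC1 (-3.61, with 2 probes from -3.61 to -2.28), IGFBP5 (-3.29) and SERPINF1 (-2.96). After TNF-α, C3 (6.09), SAA3 (5.69), TNFAIP3 (5.29), CHI3L1 (5.24) and CFB (5.19) rose most. IGFBP5 (-3.91), CTNNA2 (-2.20), FST (-2.06) and ENC1 (-2.05) were among the largest falls.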

The microarray data revealed that 261 and 249 genes were differentially expressed in pMAs after serotonin and TNF-α stimulation, respectively. A total of 181 DEGs were common between two stimulations, and differential expression of the shared genes followed the same direction. 

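In the files, 259 gene names differed at least 2-fold after both stimulations. Of these, 224 (86.5%) moved in the same direction, 75 up and 149 down, and 35 moved in opposite directions. A further 1045 genes passed the cutoff only after serotonin and 445 only after TNF-α. The shared number was 154 when probes had to be well above background on all 4 arrays, and 1318 with no filter on dim probes.

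**Figure D1:**
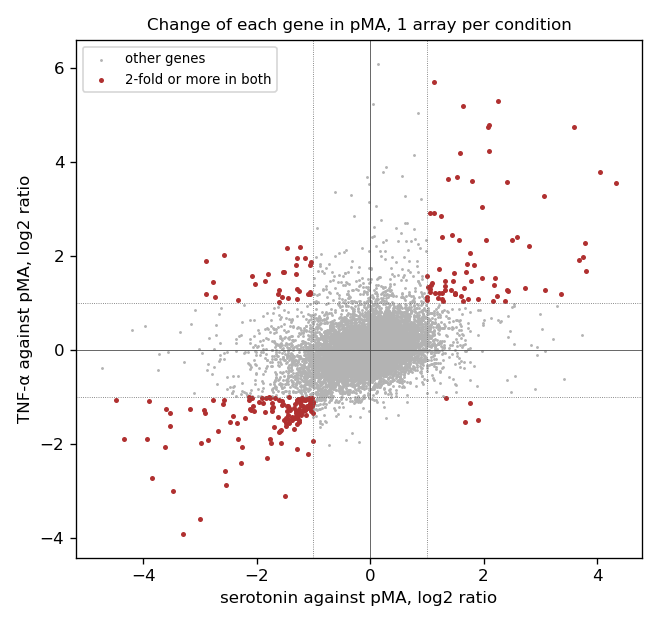
Log2 ratio to unstimulated pMA after serotonin (horizontal axis) and after TNF-α (vertical axis) for 18592 gene names with both ratios, 1 array per condition; dotted lines mark 2-fold and red points the 259 genes past it in both. Most red points lie at lower left (149 genes down in both) and upper right (75 up in both).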

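Of the genes that differed at least 2-fold, 399 rose and 905 fell after serotonin, so that 30.6% rose. After TNF-α 439 rose and 265 fell, so that 62.4% rose. The serotonin share stayed between 25.5% and 35.3% over all processing settings. The TNF-α share moved to 49.3% after quantile normalization (431 up and 443 down) and to 50.3% after scaling to the median, and reached 86% at a 4-fold cutoff. Among gene symbols, 134 rose and 257 fell after serotonin, and 170 rose and 66 fell after TNF-α.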

In both treatments, the number of upregulated genes were much higher than the down-regulated ones. DEGs were annotated and categorized into two major biological classes: Genes related to metabolic and endocrine function, and genes related to immune response function.

#### 2.3.1. Differential Expressions of Metabolic and Endocrine Genes in pMA after Serotonin- or TNF-α -Stimulation

The DEGs associated with metabolic and endocrine function in adipocytes were clustered into three functional groups: Lipid metabolism, lipid transport and regulation of biosynthesis, and eicosanoids. 

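A group of 18 genes of lipid metabolism, among them LPIN1, CYP11A1, CPT1A and ACSL4, had 14 members with a ratio in each comparison. After serotonin 6 rose and 8 fell, and after TNF-α 8 rose and 6 fell. None rose 2-fold in either comparison. After serotonin the largest changes in this group were in CYP11A1 (log2 ratio -1.40), FAAH (0.52, with 1 of its 2 probes in that direction) and LPIN1 (0.42). After TNF-α they were in CPT1A (0.83), ACSL4 (0.53) and LIPA (-0.50). A second group, MSMO1, SCD, ACADM, FAR2, MGLL and LPPR5, had 4 members with a ratio after serotonin, all negative and all under 2-fold, with SCD at -0.48 and MSMO1 at -0.48. After TNF-α, 3 of 5 rose, FAR2 by 0.66.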

Among the differentially expressed genes involved in lipid metabolism, *LPIN1, LPIN2, CYP11A1, CYP19A1, CYP2A19, CYP2B22, CYP2C33, CYP2C34, CYP2C49, CYP2D25, CYP4A21, CYP4A24, CH25H, ACOX3, FAAH, CPT1A, LIPA* and *ACSL4* were upregulated in pMAs after both serotonin and TNF-α stimulations, while *LPPR5, MSMO1, SCD, ACADM*, FAR2 and *MGLL* were down-regulated (Figure 5A). The expression of *ACACA, ACACB, FADS6, CYP1A1, AKR1C1, AKR1C4, STAR, CPT1B, ACOX1, ACAA1, LPL, PNPLA4, ACP6, AGPAT6* and *ACSL1* were upregulated in adipocytes after serotonin stimulation, but remain unchanged after TNF-α stimulation. On the other hand, expression of *SLC27A3*, *CYP26A1* and *CYP27A1*, were upregulated after TNF-α stimulation, but remain unchanged after serotonin stimulation (Figure 5A).

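All of these 15 genes had a ratio after serotonin, and 13 rose, 5 of them at least 2-fold. CYP1A1 was not well above background in unstimulated pMA and was at least 407-fold higher after serotonin. AKR1C1, among the largest rises on that array, LPL (log2 ratio 2.41), AKR1C4 (2.13) and ACAA1 (1.10) followed. ACSL1, with 1 of its 3 probes in that direction, had -0.60, and STAR was at least 1.80-fold lower. After TNF-α, 9 of 14 rose, and LPL (1.28) was the only member past 2-fold. CYP1A1 was dim both in unstimulated pMA and after TNF-α.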

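CYP27A1 was not well above background in unstimulated pMA or after either stimulation. CYP26A1 was well above background after TNF-α only, at a level too close to the background of unstimulated pMA for a lower bound. SLC27A3 had a log2 ratio of 0.14 after TNF-α and -0.45 after serotonin.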

Among the differentially expressed genes linked to lipid transport and regulation of biosynthesis, *FABP4*, *FABP6*, *APOA2*, *APOA5*, *APOE*, *LRP10*, *PLSCR4*, *PLTP*, *LCN1*, *LCN2*, *PLIN5*, *PLIN2*, *PPARA* and *PPARG* were upregulated in adipocytes after both serotonin and TNF-α stimulations, while the expressions of *FABP3*, *FABP5*, *APOA1*, *LDLR*, *VLDLR* and *ADIPOQ* were down-regulated after both stimulations in adipocytes (Figure 5B). 

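Of the 14 genes described as rising, 13 had a ratio after serotonin, where 5 rose and 8 fell, and 14 had a ratio after TNF-α, where 9 rose and 5 fell. FABP4 had a log2 ratio of -2.77 after serotonin and 1.45 after TNF-α, with all probes that gave a ratio in the same direction (4 and 6 probes). LCN2 had -1.06 and 0.13, PLIN2 1.00 and 0.08, PPARG -0.08 and 0.90, and PLSCR4 0.29 and 0.27. PPARA, dim in unstimulated pMA, had bounds of 1.08-fold higher after serotonin and 1.12-fold higher after TNF-α. On the log2 scale these are 0.12 and 0.16, close to the technical standard deviation of 0.13, so they do not establish a rise. In the group described as falling, 4 of the 5 genes on the array had a ratio. FABP5 (-1.73), VLDLR (-1.02) and APOA1 (-0.68) were lower after serotonin and FABP3 was at 0.08, while after TNF-α all 4 were above 0, FABP3 highest at 0.44. ADIPOQ was not well above background in pMA with or without stimulation.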

The expression of *FABP1*, *APOM* and *FITM1* were upregulated after serotonin stimulation, but remain unchanged after TNF-α stimulation. On the other hand, expression of *FABP7*, *APOB*, *SCARB1*, *SLC27A3*, *LDLRAD1*, *SLC27A1* and *PPARGC*-*1* were upregulated after TNF-α stimulation, but remain unchanged after serotonin stimulation (Figure 5B).

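After serotonin, FITM1 had a log2 ratio of 0.58 and APOM of 0.57, both under 2-fold. After TNF-α they had -0.38 and -0.44. FABP1 was well above background after serotonin and dim in unstimulated pMA, but too faint for a lower bound.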

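Only 4 of the 7 genes had a ratio after TNF-α, and none reached 2-fold. SCARB1 had a log2 ratio of -0.49 and SLC27A1 of -0.11, with 1 of its 2 probes in that direction. SLC27A3 had 0.14, and LDLRAD1 was at least 1.33-fold higher. FABP7, APOB and PPARGC-1 were dim on the arrays compared. After serotonin the 3 genes with a ratio were all lower, SCARB1 by the most at -0.61.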

Different eicosanoids were differentially expressed in adipocytes after serotonin and TNF-α stimulation. Of which *B2R*, *PLA2*, *PLCL1*, *PTGDR*, *PTGS1*, *PTGIS*, and *PTGFR* were upregulated, while the expressions of only *PTGS2* was down-regulated after both stimulations in adipocytes (Figure 5C). 

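Of the genes described as rising, 3 had a ratio. PTGS1 had a log2 ratio of 1.64 after serotonin and 1.04 after TNF-α, PTGFR of 0.87 and 1.43, and PTGIS of -1.27 and -0.87. PTGS2 had a log2 ratio of 3.29 after serotonin and 0.93 after TNF-α, with both of its probes positive in each comparison. PLCL1 and PTGDR were dim.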

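The prostaglandin reductase PTGR1 had a log2 ratio of 1.62 after serotonin and 0.07 after TNF-α. PTGIR had 0.89 and 3.22, ALOX5AP 0.65 and -0.15, and ALOX12 0.03 and 0.24. PTGFRN had -0.57 after serotonin and 0.08 after TNF-α.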

The expression of *PTGR1*, *PTGIR*, *ALOX12* and *ALOX5AP* were upregulated, and expression of *PTGFRN* was down-regulated after serotonin stimulation, but their expression remains unchanged after TNF-α stimulation. On the other hand, expression of *PTGDS* and *PTGER4* were upregulated after TNF-α stimulation, but remain unchanged after serotonin stimulation (Figure 5C).

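PTGDS had a log2 ratio of 0.52 after TNF-α and -0.71 after serotonin, and PTGER4 was dim on all arrays compared.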

In order to validate the microarray expression results, we quantified the mRNA expressions of fifteen selected differentially expressed genes biologically linked with metabolic and endocrine function by the RT-qPCR (Figure 6). The RT-qPCR-based expression changes of majority genes tested in pMA after stimulation with serotonin and TNF-α showed a similar trend as of microarray results. In particular, expressions of KLF15, PTGS1 and PTGDS were significantly upregulated; and CYP1A1 and FABP4 were significantly down-regulated in pMA after stimulation with serotonin and TNF-α as measured by RT-qPCR (Figure 6). 

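The RT-qPCR measurements are not part of the array files, and only the array side is given. Of 41 genes with primers in Table S1, 40 were on the array, 34 had a ratio after serotonin and 33 after TNF-α. After serotonin 26 rose and 8 fell, with 10 up and 3 down at least 2-fold. After TNF-α 26 rose and 7 fell, with 9 up and none down at least 2-fold. The median log2 ratio was 0.48 and 0.47. KLF15 had a log2 ratio of 1.53 after serotonin and 0.63 after TNF-α, INSR 0.54 and -0.05, and HTR2A 0.68 and 0.47. For LPIN1 the ratio after TNF-α was -0.13, a direction shown by 1 of its 6 probes.

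**Figure D2:**
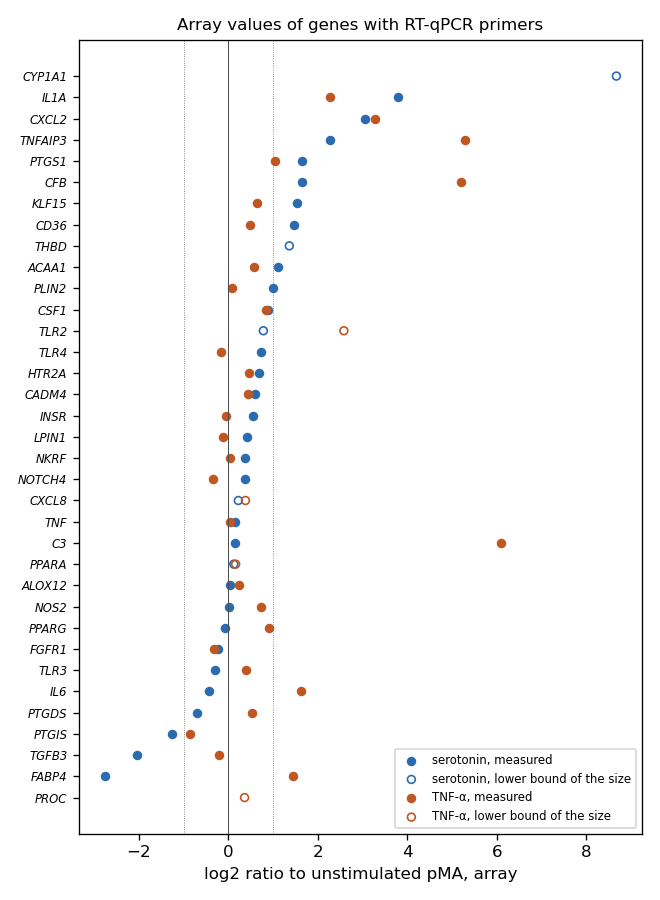
Log2 ratio to unstimulated pMA on the arrays for 35 genes with RT-qPCR primers, after serotonin (blue) and TNF-α (orange), 1 array per condition and no error bars; open circles are lower bounds of the size of a change and dotted lines mark 2-fold. CYP1A1 lies far to the right after serotonin, and FABP4 lies on opposite sides of 0 after the stimulations.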

Significant overexpression of PPARA, LPIN, ACAA1 and INSR genes were observed after serotonin stimulation, while overexpression of PPARG was observed after TNF-α stimulation to pMA (Figure 6).

#### 2.3.2. Differential Expressions of Immune Genes in pMA after Serotonin- or TNF-α -Stimulation

The DEGs associated with immune response in adipocytes were further categorized into six subgroups: Cytokines, chemokine and adhesion molecules, complement and coagulation factors, growth factors, pattern recognition receptors, and signal transduction molecules. 

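For 8 cytokine genes, IL1β, IL12RB1, IL17RB, IL23A, IL4, IL6R, IFN-δ4 and TGFBR3, most probes were dim, and 2 had a ratio after serotonin and 4 after TNF-α. TGFBR3 had a log2 ratio of 0.24 and 0.06, and IL6R of 0.04 and 0.22 with 1 of its 2 probes in that direction each time. IL12RB1 was at least 1.55-fold higher after TNF-α. In the group of IL10, IL13, IL15, IL6 and IFNB1, IL6 alone had a ratio, -0.44 after serotonin and 1.63 after TNF-α, with both of its probes in the same direction.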

Among the cytokines, *IL1β*, *IL12RB1*, *IL17RB*, *IL23A*, *IL4*, *IL6R*, *IFN*-*δ4*, *TGFBR3* were upregulated in adipocytes after both TNF-α and serotonin stimulations, while the expressions of *IL10, IL13, IL15, IL6* and *IFNB1* were down-regulated after both stimulations (Figure 7A). 

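IL1A had a log2 ratio of 3.79 after serotonin and 2.28 after TNF-α, and IL1R1 of 1.08 and 0.54. IL4R (0.28), IL13RA1 (0.25) and TNF (0.15) rose by less after serotonin, and IL20 was dim in unstimulated pMA and after serotonin. TGFB2 had -1.35 after serotonin and -0.86 after TNF-α, AIF1 -0.96 and -0.91, and IL7 -0.65 and 0.25. IL23RA, IL2RG and IL5 had no ratio after either stimulation.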

The expression of *IL13RA1*, *IL1A*, *IL1R1*, *IL20*, *IL4R*, *TNF* and *IFN*-OMEGA were upregulated, and *IL23RA*, *IL2RG*, *IL5*, *IL7*, *AIF1* and *TGFB2* were downregulated in adipocytes after serotonin stimulation, but remain unchanged after TNF-α stimulation. On the other hand, expression of *IL13RA2*, *IL15*, *IL17RE*, *IL9*, *IFNA1, IFNE* and *IL13RA2* were upregulated after TNF-α stimulation, but remain unchanged after serotonin stimulation (Figure 7A).

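Of these genes, 3 had a ratio after TNF-α. IL9 had a log2 ratio of -1.12 and IL17RE of -0.54. For IFNA1 the bound was 1.01-fold higher, within the technical noise of spots and so no sign of a rise. After serotonin IL17RE had -0.76 and IL9 was at least 3.32-fold lower. IL13RA2, IL15 and IFNE were dim.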

Among the chemokines and adhesion molecules differentially expressed in adipocytes, *CCL2*, *CCL21*, *CCL8*, *CCRL1*, *CSF1*, *CXCL12*, *CADM4*, *EPCAM*, *ITGA2*, *ITGB5* and *SELE* were upregulated in adipocytes after both TNF-α and serotonin stimulations, while the expressions of *CX3CR1*, *CXCL10*, *CXCL9*, *CXCR2*, *CCL23*, *CCL4*, *CCL5*, *MCAM* and *PECAM1* were down-regulated after both stimulations (Figure 7B). 

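In the group described as rising, 7 of 10 genes with a ratio rose after serotonin and 8 of 10 after TNF-α. CCRL1 had a log2 ratio of 2.54 after serotonin and 0.98 after TNF-α, and ITGA2 of 1.14 and 1.21. CXCL12 had 0.03 and 2.40, CCL2 -0.19 and 1.49, CSF1 0.89 and 0.84, and CADM4 0.60 and 0.44. SELE was at least 1.86-fold lower after serotonin and at least 2.02-fold lower after TNF-α. In the group described as falling, all 6 genes with a ratio were lower after serotonin, 5 of them at least 2-fold, led by CXCR2 (-2.01) and PECAM1 (-1.46, with 4 probes from -1.46 to -0.44), with CCL4 at least 2.64-fold lower. After TNF-α 6 of 7 were higher, with CXCL10 at 1.95 (and -1.14 after serotonin), CCL5 at 0.73 and CXCR2 at -0.50.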

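CXCL2 had a log2 ratio of 3.06 after serotonin and 3.27 after TNF-α, and CCL20 of 1.79 and 3.59. ITGAL had 0.31 and 0.15, while CSF2 and CXCR4 were dim. The 3 genes CCL19, CCRL2 and ICAM-2 had no fall in either comparison among those with a ratio. They ranged from 0.10 to 0.26 over 2 genes after serotonin and from 0.00 to 0.55 over 3 genes after TNF-α. CCL19 had the lowest value after serotonin, and 1 of its 2 probes was positive.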

The expression of *CCL20*, *CSF2*, *CXCL2*, *CXCR4* and *ITGAL* were upregulated, and *CCL19*, *CCRL2* and *ICAM*-2 were downregulated in adipocytes after serotonin stimulation, but remain unchanged after TNF-α stimulation. On the other hand, expression of *CCL17*, *CCR6*, *SELLL*, *SELP*, *SELPLG*, *SIGLEC-1* and *THBS1* were upregulated after TNF-α stimulation, but remain unchanged after serotonin stimulation (Figure 7B).

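After TNF-α, 4 of the genes had a ratio, 2 above and 2 below 0. SELP had a log2 ratio of 0.36, CCL17 of -0.16 and THBS1 of -0.01, and SELPLG was at least 1.19-fold higher. After serotonin the 3 with a ratio were lower, SELP by the most at -1.70. CCR6 was dim.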

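For 11 complement and coagulation genes, among them CFB, C1R, C5AR1 and THBD, 8 had a ratio in each comparison, and 2 rose after serotonin and 5 after TNF-α. CFB had a log2 ratio of 1.64 after serotonin, and its rise after TNF-α was among the largest on that array. C5AR1 had -1.67 and 0.06, CD55 -0.87 and -0.25 (the latter in 1 of 2 probes), C1R -0.11 and 1.25, and F8 -0.35 and -0.45. THBD was at least 2.57-fold higher after serotonin, and PROC at least 1.28-fold higher after TNF-α. F3 had -1.57 after serotonin and -0.77 after TNF-α, PLAT -0.85 and -0.05, and PLAU -0.54 and 0.50.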

Several complement factors and coagulation factors were differentially expressed in adipocytes, among them *C1R*, *C5AR1*, *C8A*, *C8B*, *CFB*, *CD55*, *F7*, *F8*, *PROC*, *THBD* and *VWF* were upregulated while the expressions of *F3*, *PLAT* and *PLAU* were down-regulated after both serotonin and TNF-α stimulations (Figure 7C). 

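C3 had a log2 ratio of 0.14 after serotonin and 6.09 after TNF-α, where its 5 probes ranged from 3.79 to 7.02. PROCR had 0.10 and 3.07, and its 3 probes ranged from 0.10 to 1.76 after serotonin and from 0.48 to 3.07 after TNF-α. C5 had 0.62 and 0.46, and C5AR1 -1.67 and 0.06. C6 and C7 were dim. F2 was not well above background in unstimulated pMA and was at least 1.19-fold higher after serotonin and at least 1.57-fold higher after TNF-α.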

The expression of *C3*, *C5*, *C6*, *C7* and *PROCR* were upregulated, and *C5AR1* and *F2* were downregulated in adipocytes after serotonin stimulation, but remain unchanged after TNF-α stimulation. On the other hand, *C1QC*, *C1QTNF3*, *C1S*, *C9*, *CFH*, *F5*, and *F9* expression were upregulated after TNF-α stimulation, but remain unchanged after serotonin stimulation (Figure 7C).

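Of 4 genes with a ratio after TNF-α, C1S rose (log2 ratio 1.49) and 3 were lower, C9 by at least 2.93-fold, C1QTNF3 at -0.90 and F5 at -0.21. After serotonin all 4 were lower, F5 at -1.30 and C1S at -0.65, with C9 at least 2.69-fold and C1QTNF3 at least 2.33-fold lower. C1QC and F9 were dim.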

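For 16 genes of growth factors and related regulators, among them KLF15, KLF9, EGR1 and EGR3, 11 had a ratio in each comparison, with 5 higher after serotonin and 6 after TNF-α. KLF15 was the member that rose at least 2-fold after serotonin and none did so after TNF-α. EGR3 had a log2 ratio of -1.38 after serotonin and -1.42 after TNF-α, KLF9 0.91 and -0.55, KLF10 -0.72 and -0.33 (its 4 probes from -1.39 to -0.33 after TNF-α), and FGFR1 -0.24 and -0.32. KLF1 was dim in unstimulated pMA and at least 1.48-fold higher after TNF-α. KLF7 had -1.14 and 0.11, KLF12 had -0.47 and -0.16, and GHSR was dim.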

Of the growth differentially expressed after serotonin and TNF-α stimulations, *EGR1*, *EGR3*, *FGF21*, *FGF6*, *FGFR1*, *FGF17*, *FGF23*, *KLF1*, *KLF10*, *KLF11*, *KLF13*, *KLF15*, *KLF9*, *NMUR1*, *PSAP* and *RETN* were upregulated in adipocytes after both serotonin and TNF-α stimulations, while the expressions of *KLF12*, *KLF7* and *GHSR* were down-regulated after both stimulations in adipocytes (Figure 7D). The expression of *FAP*, *GDF15*, *SCG5, VEGFA* and *PI3* were upregulated, and *FGFR4* and *GRB10* were downregulated after serotonin stimulation, but their expressions remain unchanged after TNF-α stimulation. On the other hand, expression of *EGF*, *FGF10*, *PDGFC*, *TLN1* and *ITLN2* were upregulated after TNF-α stimulation, but remain unchanged after serotonin stimulation (Figure 7D).

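SCG5 was dim in unstimulated pMA and at least 7.10-fold higher after serotonin. After TNF-α its bound was 1.08-fold higher, within the technical noise of spots. On the log2 scale its 2 probes ranged from 1.27 to 2.83 after serotonin. GDF15 had a log2 ratio of 1.23 after serotonin and -0.27 after TNF-α, VEGFA 0.50 and 0.16, and FAP 0.35 and 0.49. GRB10 had 0.05 after serotonin, with 3 of its 6 probes positive, and FGFR4 had no ratio after serotonin.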

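After TNF-α, PDGFC had a log2 ratio of -1.38, FGF10 of -0.18 and TLN1 of 0.12, with 1 of 2 probes of TLN1 positive. After serotonin they had -1.12, -0.51 and -0.88. EGF and ITLN2 were dim.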

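Among TLR1, TLR4, TLR9, TLR10, PGLYRP1, PGLYRP2 and CD209, 3 had a ratio after serotonin and 4 after TNF-α. TLR1 had a log2 ratio of 0.77 after serotonin and -0.25 after TNF-α, TLR4 of 0.72 and -0.17, and PGLYRP2 of -1.06 and 0.98. PGLYRP1 had a bound of 1.09-fold higher after TNF-α, no more than the technical noise of spots.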

Pattern recognition receptors, in particular, the *PGLYRP1*, *PGLYRP2*, *TLR1*, *TLR10*, *TLR4*, *TLR9* and *CD209* were upregulated in adipocytes after both TNF-α and serotonin stimulations (Figure 7E). Expression of *PGLYRP4* and *TLR2* were upregulated after TNF-α stimulation, but remained unchanged after serotonin stimulation, while *TLR6* was upregulated after serotonin stimulation, but remain unchanged after TNF-α stimulation (Figure 7E).

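TLR2 was not well above background in unstimulated pMA and was at least 5.97-fold higher after TNF-α and at least 1.72-fold higher after serotonin. TLR6 had a log2 ratio of 1.36 after serotonin and 0.84 after TNF-α. PGLYRP4 was well above background after TNF-α and dim in unstimulated pMA, without a lower bound above no change.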

Among the signal transduction molecules differentially expressed in adipocytes, *TAB3*, *TNFSF4*, *TRAF3IP1*, *MAPK13*, *NOTCH4*, *STAT4*, *STAT5A*, *NFKB2*, *NKAPL*, *BCL2L1* and *CEBPB* were upregulated, while *MAPK6*, *SOCS2, IRF1, IRF2* and *IRF7* were downregulated after both TNF-α and serotonin stimulations (Figure 7F). 

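In the group described as rising, 5 of 7 genes with a ratio rose after serotonin and 4 of 8 after TNF-α, none of them 2-fold. NFKB2 had a log2 ratio of -1.44 after serotonin and -0.56 after TNF-α, each shown by 1 of its 2 probes. BCL2L1 had 0.60 and -0.58, STAT5A 0.48 and 0.62, NOTCH4 0.37 and -0.34, and CEBPB 0.14 and 0.12. After TNF-α 1 of 2 probes of STAT5A and of NOTCH4 had that direction. Among the 5 described as falling, 3 were lower after serotonin and 5 were higher after TNF-α, all under 2-fold. IRF7 had -0.71 and 0.14, IRF1 -0.51 and 0.76, SOCS2 0.14 and 0.55, and IRF2 0.19 and 0.45, the latter in 1 of its 2 probes.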

The expression of *TNFAIP3*, *TNFRSF1A*, *TNIP1*, *MAPK10*, *MAPK4*, *NKRF*, *SOCS3*, *SOCS5*, *BCL2L2* and *FAS* were upregulated in adipocytes after serotonin stimulation, but remained unchanged after TNF-α stimulation. On the other hand, *TNFSF18*, *MAL2*, *MALL*, *BCL11B*, *CASP4* and *CRABP1* expression were upregulated in adipocytes after TNF-α stimulation, but remain unchanged after serotonin stimulation (Figure 7F).

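All 8 genes with a ratio rose after serotonin, 3 of them at least 2-fold. TNFAIP3 had a log2 ratio of 2.26, SOCS3 of 1.72, SOCS5 of 1.30, BCL2L2 of 0.95 and NKRF of 0.38. After TNF-α, TNFAIP3 had 5.29 and TNIP1 had 1.56 (0.17 after serotonin), and the other members were under 2-fold. MAPK4 was dim. MAPK10 was well above background after both stimulations and dim in unstimulated pMA, but too faint for a lower bound.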

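MAL2 was dim in unstimulated pMA and at least 2.19-fold higher after TNF-α. CASP4 had a log2 ratio of -0.46 after TNF-α and -1.15 after serotonin, and CRABP1 of -0.13 and -0.37. The 2 probes of CRABP1 ranged from -1.24 to -0.13 after TNF-α and from -1.95 to -0.37 after serotonin. TNFSF18 and MALL were dim. BCL11B was well above background after TNF-α but too faint for a lower bound against unstimulated pMA, where it was dim.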

Finally, we confirmed the expression of nineteen differentially expressed genes in adipocytes after stimulation serotonin and TNF-α as measured by RT-qPCR (Figure 8). TLR4, CXCL2, C3, TNFAIP3, IL6 and IL8 were significantly upregulated after TNF-α stimulation, while the expression of only CD36 was upregulated after serotonin stimulation to pMA (Figure 8). In addition, significant overexpressions of CFB, CSF1 and IL1A, under expression of TGFB3 was observed in pMA after stimulation of both serotonin and TNF-α stimulation (Figure 8).

### 2.4. Pathways Activation by Serotonin- and TNF-α-Induced Transcriptome Alterations

For biological interpretation of the dataset, we performed the pathway over-representation analysis of DEGs using the REACTOME pathway database incorporated into InnateDB pathway analysis software. The serotonin-induced DEGs revealed the significant over-representation of several biological pathways, including ‘GPCR ligand binding’, ‘Signaling by GPCR’, ‘Metabolism of lipids and lipoproteins’, ‘Peptide ligand-binding receptors’, ‘Fatty acid, triacylglycerol, and ketone body metabolism’, ‘Regulation of lipid metabolism by PPARA’, ‘Lipid digestion, mobilization, and transport’, ‘Chylomicron mediated lipid transport’, ‘Homeostasis’, ‘Class A/1 (Rhodopsin-like receptors’, ‘Chemokine receptors bind chemokines’, and ‘Regulation of complement cascade’ (Figure 9A).

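The Reactome sets themselves were not analysed here, and lists written from general knowledge were used in their place. Over-representation counts changed genes in either direction, whereas a median nets rises against falls, so the medians do not test it. Among all gene symbols with a ratio after serotonin, 391 of 5363 differed at least 2-fold. After serotonin, 34 genes of PPAR signaling with a ratio had a median log2 ratio of -0.03, with 4 up and 2 down at least 2-fold. For 20 lipid transport genes the median was -0.06, with 2 up and 3 down. For 23 chemokines and chemokine receptors it was -0.20, with 3 up and 4 down. For 15 complement genes it was -0.14, with 1 up and 3 down. In this order the medians lay at percentiles 18.64, 16.23, 4.21 and 9.83 of random lists. The first 2 medians came out on the other side of 0 under some processing settings, up to 0.06 and 0.01. The chemokine median lay between -0.25 and -0.16 over the settings and the complement median between -0.32 and -0.09. From the immune genes it reports as overexpressed after serotonin and from earlier studies, the paper proposes that serotonin signaling takes part in the immunomodulation of pMA.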

On the other hand, the TNFα-induced DEGs in adipocytes have shared many metabolic pathways with varying degree of significance, with those of serotonin-induced alterations. For instance, ‘Class A/1 (Rhodopsin-like receptors’, ‘Metabolism of lipids and lipoproteins’, ‘GPCR ligand binding’, ‘Peptide ligand-binding receptors’, ‘Fatty acid, triacylglycerol, and ketone body metabolism’, ‘Regulation of lipid metabolism by PPARA’, ‘Lipid digestion, mobilization, and transport’, ‘Chylomicron mediated lipid transport’, ‘Homeostasis’, ‘Chemokine receptors bind chemokines’, and ‘Regulation of complement cascade’ all these pathways are activated both TNFα stimulation (Figure 9B) and in serotonin stimulation (Figure 9A). In addition, unlike the serotonin stimulation, TNFα stimulation activates the biological pathways, such as ‘Platelet degranulation’, ‘Phase 1 functionalization of compound’, ‘Cytochrome P450 arranged by substrate type’, ‘Response to elevated platelet cytosolic Ca^2+^’, and ‘Scavenging by class B receptors’ pathways (Figure 9B).

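On the array of pMA stimulated with TNF-α, 35 genes of PPAR signaling had a median log2 ratio of 0.10 and 22 lipid transport genes of 0.09. Against random lists these medians lay at the 99.46th percentile for PPAR signaling and the 91.65th for lipid transport. The median of 26 chemokines and chemokine receptors was 0.33, above 99.99% of random lists matched on mean signal, with 6 up at least 2-fold. The median of 15 complement genes was 0.35, above 99.9% of such lists, with 6 up and 1 down at least 2-fold. PPAR signaling had 3 up and lipid transport 2 up, with none down that far in either. Among all gene symbols with a ratio after TNF-α, 236 of 5499 differed at least 2-fold. As for serotonin, the medians do not test over-representation. Under the 9 processing settings the medians ranged from 0.02 to 0.10 for PPAR signaling, from 0.01 to 0.15 for lipid transport, from 0.15 to 0.33 for chemokines and from 0.06 to 0.35 for complement genes.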

## 3. Discussion

Central and peripheral serotonin systems are functionally separated as serotonin cannot pass the blood-brain barrier. Serotonin functions either as a central neurotransmitter or a circulatory hormone, and play distinct physiological roles depending on binding with specific serotonin receptors (HTRs) [27,28]. For instance, central serotonin increases adipose tissue thermogenesis, while peripheral serotonin inhibits it [27]. The biological effects of serotonin are mediated through interactions of 14 different subtypes of receptor proteins, of which 13 are G-protein coupled receptors, and only HTR3 (5-HT_3_) is a ligand-gated ion channel [24]. In this study, we confirmed the expressions of 5-HT_1A_ and 5-HT_2C_ proteins in pMA as compared to that of PIP cells. Both 5-HT_1A_ and 5-HT_2C_ receptors have been implicated in the regulation of body weight or obesity [27], indicating their expression and functionality in adipocytes [12]. Central serotonin functions as an anorexigenic neurotransmitter through activating the 5-HT_2C_ receptor [29], while peripheral serotonin signals through other HTRs in adipocytes [14]. After synthesizing from the enterochromaffin cells lining the gut, serotonin is carried by the platelets and mast-cells to the site of inflammation [30], suggest that exogenous serotonin could influence the adipocytes function in vitro. A previous study has pointed out the peripheral action of serotonin in regulating systemic energy homeostasis, and of serotonin receptors 5-HT_2A_ and 5-HT_3_ receptors in mediating the adipogenic effect of serotonin in adipose tissue [26]. It has also been reported that adipose deletion of 5-HT_2B_ results in blunted fasting-inducing lipolysis and nearly complete ablation of serotonin-induced lipolysis [14]. Another study reported that treatment with 5-HT_2A_ receptor agonist in the 3T3-L1 adipocytes resulted in blockage of lipid accumulation [10]. Therefore, the serotonergic effect in the adipocytes may differ among which serotonin-receptors it bonded with, and between the developmental stages of adipocytes.

Differentiation of preadipocytes into mature adipocyte is one of the most important biological processes that regulate adipose tissue development and adipocyte physiology [31]. The differentiation progresses through a cascade of molecular genetic events involving sequential activation of a set of transcription factors [32]. To explore the transcriptome signatures of adipogenic differentiation, we identified the Hub genes of the transcriptional network associated with differentiation. The differentiation-induced altered transcriptomes resulted in most significant enrichment of PPAR signaling pathway. 

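CEBPB is represented by 1 probe, at a log2 intensity of 1.71 above its level in PIP cells. The 3 probes of PPARG ranged from 0.96 to 1.52. PPARA was not well above background in PIP cells or in unstimulated pMA, so no ratio is given. A list of 23 adipocyte markers had 18 members with a ratio and a median log2 ratio of 0.30, at percentile 87.74 of random lists. Of these, 13 rose and 5 fell, 4 rose at least 2-fold and none fell that far. This median was -0.05 after scaling to the median, which lowered the ratios of all genes alike. Members dim on both arrays do not enter it. PLIN1 and CEBPA were not well above background in PIP cells or unstimulated pMA, and ADIPOQ was so in PIP cells only. The paper takes the enrichment and the changes of these genes, together with earlier studies, as support for a part of PPAR signaling in the differentiation of porcine preadipocytes.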

The mRNAs of *PPARA, PPARG* and *CEBPB* were overexpressed in adipocytes compared to preadipocytes, and *PPARG* and *CEBPB* were found to be as potential Hubs gene of the PPI network. Previous studies have reported *PPARG* and *CEBPA* as potential markers genes associated with differentiation during preadipocyte differentiation into fully mature adipocytes [33]. *PPARG* is found to play a directorial role in the adipogenic hierarchy of transcription factors, while *CEBPA* promotes specific aspects of the adiposity phenotype [34]. With the expression of these genes, lipid droplets begin to appear in the cytoplasm and over time coalesce into fewer major droplets in the cells [35]. In a recent study, primary preadipocyte of Wujin pigs showed higher expression of *PPARG* and *CEBPA* genes during one to three hours of differentiation [23]. These results support the involvement of ‘PPAR signaling pathway’ in the preadipocytes differentiation of pigs.

Dose-dependent serotonin stimulation resulted in a decreased fat accumulation in the adipocytes, as well as decreased adipocyte proliferation. This results in accord with the previous findings [10] who reported that in vitro treatment with 5-HT_2A_ receptor agonist resulted in inhibition of lipid accumulation in 3T3-L1 adipocytes [10]. On the contrary, pharmacological inhibition of serotonin synthesis protects mice from high fat diet-induced obesity through decreasing adipose tissue lipogenesis, increasing browning in subcutaneous white adipose tissue, and increasing thermogenesis in brown adipose tissue [9]. Serotonin appears to be locally synthesized as an autocrine factor in adipocytes, since adipocyte-specific deletion of Thp1 results in a similar phenotype as the systemic loss of Thp1 [10]. Collective evidence suggests that peripheral serotonin has opposite metabolic function depending on the nature of food intake, and physiological state [27]. During fasting state, serotonin stimulates white adipose tissue lipolysis, whereas following high-fat diet, serotonin enhances the adipose tissue lipogenesis, as well as inhibit adaptive thermogenesis [14,27]. The complexity of peripheral serotonin signaling also attributed by the existence of multiple production sites, multiple secretory nature as of auto-, para- and endocrine, and a high number of serotonin receptors [25]. Therefore, influences of in vitro serotonin stimulation to adipocytes on the state of obesity requires further confirmation using in vivo experiments.

Serotonin-induced DEGs in pMAs participated in the significant enrichment of GPCR ligand-binding, Rhodopsin-like (Class A/1) receptors, and peptide ligand-binding receptor pathways. G-coupled protein receptors (GPCRs) are a receptor super family having more than 800 members, encompassing the largest class of ligands and drug targets. GPCRs can be classified in five different families: Rhodopsin (class A/1), secretin (class B1), adhesion (class B2), glutamate (class C), and frizzled/taste2 (class F) [36]. Rhodopsin-like receptors are the largest class among GPCR families, where 5-HTRs are included along with another hormone, light and neurotransmitter receptors [37]. Though GPCR has a high diversity in ligand-binding mechanisms, signaling from 5-HTR is similar to standard GPCRs signaling that mostly involves signal transduction via heterodimeric G-proteins. Except one, all serotonin receptors are also included in the GPCR family. Thus, enrichment of GPCR ligand-binding may explain the functional roles of serotonin stimulation in the adipocytes. GPCR function is associated with cell sensing of external factors, including light, metals, neurotransmitters, biogenic amines, fatty acids, amino acids, peptide, proteins, steroids and other lipids. GPCRs have been involved in many physiological and pathological conditions, including pain, asthma, cancer, cardiovascular diseases, gastrointestinal diseases, neurological diseases [38]. However, further computational approaches could attempt for more fine-tuning of serotonin functionality through GPCR ligand binding in adipocytes.

Serotonin stimulation resulted in overexpression of several immune genes involving cell chemotaxis, blood coagulation, and complement pathways. Once released from peripheral non-neuronal tissue, serotonin transport to the site of inflammation through mast cells and platelets and exerts its biological action by binding to serotonin receptors. It has been reported that 5-HT receptors signaling influences the regulation of lymphocyte B cell proliferation [39]. Serotonin has been shown to influence a number of immunological processes, and can lead to both increases and decreases in proinflammatory cytokines [40]. Peripheral serotonin signaling promotes the recruitment of neutrophils to the site of inflammation through the chemotactic process [41]. Studies using Tph1-deficient mice showed that serotonin exacerbates the development of inflammatory disease (e.g., colitis) through promoting secretion of proinflammatory cytokines [42]. Therefore, we postulate that serotonin signaling is involved in immunomodulation of the pMA of intramuscular origin.

Serotonin-induced DEGs were predicted to be involved in the regulation of several pathways, including the metabolism of lipid and lipoproteins; fatty acids, triacylglycerol and ketone body metabolism; regulation of lipid metabolism by *PPARA*; and lipid digestion, mobilization and transport pathways. Accumulating evidence suggests that peripheral serotonin acts as an endocrine factor to regulate metabolic function in multiple tissues, including adipose tissue [35]. The peripheral serotonin is known to exert effects through specific serotonin receptors to promote metabolic function, such as nutrient absorption and storage, while inhibiting thermogenesis [28]. Both gut-derived circulating serotonin and adipocyte-derived serotonin has implicated in the metabolic function of adipose tissue [27]. It has also reported that the administration of serotonin increases the levels of circulating non-esterified fatty acid and glycerol; and fasting increases the circulating serotonin level [14]. Altogether, peripheral serotonin signaling is highly likely to be involved in the regulation of the metabolic activity of adipocytes.

TNF-α is a multi-functional cytokine that can regulate many biological processes, such as immune function, and adipocyte metabolism [43]. 

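Across 18592 gene names, the log2 ratios after serotonin and after TNF-α had a correlation of 0.37. Genes are not independent replicates, and both ratios are taken against the same array. In 100 simulated sets of unchanged arrays that shared 1 control array, the correlation was 0.51 when noise was drawn from repeated spots, and no gene passed 2-fold in both. With noise as wide as the difference between the stimulated arrays, the correlation was 0.50 and a mean of 517.3 genes passed in both, 97.4% of them in the same direction. Equal noise and 1 shared array give about this correlation at any width of noise, so the correlation decides nothing. The wider noise also holds the response to the stimulations, so its count of shared genes does not decide either. Compared directly, 1510 genes differed at least 2-fold between the stimulated arrays, 399 higher after serotonin and 1111 higher after TNF-α.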

TNF-α-induced transcriptional modification follows a similar trend, and alteration of many genes shared between both serotonin- and TNF-α stimulations. Like serotonin, TNF-α stimulation also activated the GPCR, peptide-ligand binding pathway and cytokine receptors binding pathways. Proinflammatory adipokine profile is associated with obesity and is thought to promote insulin resistance [44], while adiponectin and other anti-inflammatory adipokines are reduced in obesity and therefore might contribute to the maintenance of insulin sensitivity [45]. TNF-α stimulation directly disrupts signaling downstream of the insulin receptor, primarily via inflammatory kinase, such as an inhibitor of NF-kB kinase unit beta (IKK-β) [46], cJun NH (2)-terminal kinase (JNK) [47], and extracellular-signal-regulated protein kinase (ERK) [48]. Transcriptionally, TNF-α signaling through NF-kB kinase down-regulate the expression of *PPARG*. TNFα-induced NF-kB further regulate the transcription of other insulin response genes, which decrease insulin sensitivity in the adipocytes [17].

In addition, TNF-α-induced differentially expressed genes are involved with regulation of the metabolism of lipid, lipoprotein, fatty acids, and ketone body. Many previous studies support the involvement of TNF-α in lipid metabolism. TNF-α is expressed in adipose tissue, and its mRNA and protein levels are significantly increased in adipose tissue of obese animals [49]. A persistent increase of circulating levels of TNF-α occurring during obesity or aging has an important role in pathogenesis of systemic insulin resistance [17]. Moreover, TNF-α signaling can trigger adipocyte lipolysis by increasing expression of the enzyme-like hormone sensitivity lipase and adipose triglycerides lipase that breakdown triglycerides into free fatty acids (FFAs) and promotes their release from the adipocytes [50]. Over time, these FAAs can accumulate in distal organs, such as the liver and muscle resulting metabolic dysfunction, promoting a vicious cycle during obesity [51]. Taken together, TNF-α might be involved in regulating the immunometabolism of pMA of intramuscular origin.

## 4. Materials and Methods

### 4.1. Cell Line and Culture Conditions

Porcine intramuscular preadipocyte (PIP) cells, which are derived from marbling muscle tissue of the musculus longissimus thoracis from female Duroc pig [18], were maintained in Dulbecco’s modified Eagle medium (DMEM, Gibco, Paisley, Scotland, UK) supplemented with 10% fetal calf serum (FCS), 100 mg/mL penicillin, and 100 U/mL streptomycin as a growth medium. PIP cells were plated at a density of 2.5 × 10^4^ cm^2^ in 6-well cell culture plates (BD Falcon, Tokyo, Japan) and incubated at 37 °C in a humidified atmosphere of 5% CO_2_. The medium was changed every day.

### 4.2. Differentiation of PIP into Mature Adipocytes

The 4-day post-confluent Porcine intramuscular preadipocyte (PIP) cells were fed with differentiation medium for another four more days to yield the differentiated adipocyte. The differentiation medium was prepared by DMEM with 10% FBS, 50 ng/mL swine insulin (Sigma-Aldrich, Tokyo, Japan), 0.25 μM dexamethasone (Sigma-Aldrich, Tokyo, Japan), 2 mM octanoate (Wako, Osaka, Japan), 200 μM oleate (Ardorich, Milwaukee, WI, USA), 100 U/mL penicillin, and 100 μg/mL streptomycin.

### 4.3. Proliferation Assay and Oil Red O Staining of Adipocytes

For optimizing the dose of serotonin, we first stimulated the pMA cells (2.5 × 10^4^ cm^2^) with serial dilution of serotonin and evaluated the cell proliferation by cell counting, then 0.5% Oil red O (Sigma-Aldrich, Tokyo, Japan) in isopropanol was added to the cells for 5 min to visualize lipid droplets stained red. The cytosolic triglyceride content was analyzed using LabAssay™ triglyceride kit (FUJIFILM Wako Chemicals USA, Corp., Osaka, Japan) according to the manufacturer’s protocol.

### 4.4. Immunofluorescent Staining

The serotonin receptor agonist-treated and untreated cells were washed for 24 h with 1% gum arabic in 0.1 M phosphate buffer containing 8% sucrose and for additional 24 h with the same solution containing 16% sucrose. The cells were incubated with Blocking One Histo (Nacalai Tespue Inc., Kyoto, Japan) to block non-specific binding sites. After removal of the blocking solution, sections were incubated for 16 h at 4 °C in a humidified chamber with 1:1000 anti-5-HT_1A_ polyclonal antibody (Bios Antibodies Inc, Tokyo, Japan) or 1:1000 anti- 5-HT_2C_ polyclonal antibody (Bios Antibodies Inc, Tokyo, Japan). After washing with PBS, sections were incubated for 60 min with 1:1000 Alexa 488-conjugated goat anti-rabbit IgG F(ab’)2 (ThemoFisher Scientific, Yokohama, Japan). Double immunostaining for pan cytokeratin, and either 5-HT_1A_ or 5-HT_2C_ was also performed using 1:2000 anti-pan cytokeratin monoclonal antibody (clone C-11; Sigma-Aldrich, St. Louis, MO, USA) followed by 1:1000 Alexa 546-conjugated goat anti-mouse IgG F(ab’)2 (ThemoFisher Scientific, Yokohama, Japan). Then, samples were washed three times with PBS and stained with DAPI (Dojindo Laboratories, Kumamoto, Japan) to detect nuclei. Finally, the tissue sections were washed three times with PBS, mounted in ProLong Gold (ThemoFisher Scientific, Yokohama, Japan), and observed under an FSX100 microscope (Olympus, Tokyo, Japan). Control experiments were performed by omitting primary antibodies.

### 4.5. Stimulation of Adipocytes with Serotonin and TNF-α

The differentiated pMA cells were cultured at a density of 2.5 × 10^4^ cm^2^ in 6 well or 12 well plates (BD Falcon, Tokyo, Japan). The 4-day post-confluent pMA cells were stimulated with serotonin (100 μM) and TNF-α (2.5 µg/mL) both for 12 h.

### 4.6. RNA Isolation and Quality Control

Total RNA was isolated from the undifferentiated PIP, differentiated pMA without stimulation, differentiated pMA after serotonin stimulation, and differentiated pMA after TNF-α stimulation, using PureLink RNA Mini Kit (Life Technology Inc., Gathersburg, MD, USA) along with on-column DNase treatment. RNA integrity, quality and quantity were evaluated with microcapillary electrophoresis (2100 Bioanalyzer, Agilent Technologies, Santa Clara, CA, USA) using the RNA 6000 Nano kit. Only samples with an RNA integrity number (RIN) of greater than 8 were used for further analysis.

### 4.7. RNA Labeling and Microarray Hybridization

Two-hundred nanograms of total RNA pooled from each group was used to generate cDNA and Cy3-labeled cRNA using the Low Input Quick-Amp Labeling Kit (Agilent Technologies, Santa Clara, CA, USA), according to the manufacturer’s instructions. The labeled cRNA was photometrically examined to determine the quantity and dye-incorporation ratio using an Ultraspec 2000, and it was hybridized to a Mouse Gene Expression 4 × 44K v2 Microarray (Agilent Technologies). The array was scanned with GenePix 6000B (Molecular Devices, Sunnyvale, CA, USA), and the obtained image was processed using GenePix Pro 6.0 Software (Molecular Devices). Features were manually examined, and poor-quality spot, were flagged and filtered out.

The microarray hybridization was performed with a two-color with Porcine (V2) Gene Expression Microarray 4 × 44K oligonucleotide slide (Agilent, USA), containing 43,803 probes for the identification of known genes of the porcine transcriptome. The microarray experiment was conducted at Hokkaido System Science Co., according to the Two-Color Microarray-Based Gene Expression Analysis protocol v6.7 (Agilent Technologies, USA). For each sample, 200 ng of total RNA was converted into cDNA by reverse transcription. The cDNA was subsequently transcribed into cRNA and labeled with two fluorochrome dyes: Cyanine 3 (Cy3) and cyanine 5 (Cy5). About 1.65 μg of labeled cRNA was mixed with hybridization buffer and hybridized on microarray slide (4 samples in each slide) for 17 h at 65 °C with constant rotation. After hybridization, microarrays were cleaned with Gene Expression wash buffer and scanned using High-Resolution Microarray Scanner (Agilent Technologies, USA). The Feature Extraction software (v10.7.3.1, Agilent Technologies, USA) was used for detailed analysis of scanned images, including filtering the outlier spots, background subtraction from features and dye normalization. The spot intensity data for the individual sample were extracted for statistical analysis.

### 4.8. Statistical Analysis of Microarray Data

The normalization and expression analysis of the microarray data were performed with GeneSpring GX software (v13.1, Agilent Technologies, USA). Normalized expression results were summarized as log_2_ transformed scale for each transcript. Statistical analysis was performed with the linear analysis of microarray technique from ‘limma’ package [52]. Genes with significant changes in transcript abundance were selected on the basis of two criteria: A t-test *p*-value of less than 0.05, which was considered statistically significant; and a cutoff in transcript abundance of at least 2-fold.

### 4.9. Pathway Analysis

For biological interpretation of differential gene expressions, pathway enrichment analyses were performed using the InnateDB online tool v5.4 [53] using REACTOME pathway database. The ensembl gene ID was uploaded to the InnateDB web portal and performed the biological pathway analysis. Then over-representation analysis was performed using hypergeometric algorithm with Benjamini-Hochberg (B-H) multiple test correction method. Finally, the overrepresented pathways were filtered by a significant threshold of log10 *p*-value as 1.3.

### 4.10. Network Analysis

In order to visualize the differentiation-induced transcriptional network, as well as to identify the regulatory genes, the protein-protein interaction network analysis was performed using NetworkAnalyst online tool [54]. Human orthologous gene symbol of the common DEGs from all three stimulation were uploaded into the NetworkAnalyst to construct the interaction network based on Walktrap algorithm taking only direct interaction of seed genes. The network was depicted as nodes (circles representing genes) connected by edges (lines representing direct molecular interactions). Two topological measures, such as degree (number of connections to the other nodes) and betweenness (number of shortest paths going through the nodes) centrality were taken into account for detecting highly interconnected genes (Hubs) of the network. Nodes having a higher degree and betweenness were considered as potentially important Hubs in the cellular signal trafficking. In addition, gene-set network for the KEGG pathways enriched by differentiation-induced DEGs was also constructed.

### 4.11. Validation of Microarray Expression by RT-qPCR

Two-step real-time quantitative PCR (RT-qPCR) was performed to validate the microarray results by quantifying the expression of 29 selected mRNAs in PIP cells. Total RNA was isolated from each sample using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). In order to remove the genomic DNA, the samples were treated with gDNA Wipeout Buffer (Qiagen, Tokyo, Japan). All cDNAs were synthesized using a Quantitect reverse transcription (RT) kit (Qiagen, Tokyo, Japan) according to the manufacturer’s recommendations. Real-time quantitative PCR was carried out using a 7300 real-time PCR system (Applied Biosystems, Warrington, UK). The RT-qPCR was performed using a 7300 real-time PCR system (Applied Biosystems, Warrington, UK) and the TaqMan^®^ gene expression assay kit (Life Technologies), TaqMan^®^ Universal Master Mix II, with UNG (Applied Biosystems, Warrington, UK). The PCR cycling conditions were 2 min at 50 °C, followed by 10 min at 95 °C, and then 40 cycles of 15 s at 95 °C, 1 min at 60 °C. The reaction mixtures contained 2.5 μL of sample cDNA, 1 μL gene expression assay and 10 μL TaqMan^®^ Universal Master Mix II, with UNG, and 6.5 μL distilled water. Expression of β-actin in each sample was assessed, and the β-actin data were used as an internal control to normalize differences between samples and to calculate relative expression levels. According to the minimum information for publication of quantitative real-time PCR experiments guidelines, β-actin was used as a housekeeping gene because of its high stability across various porcine tissues [55]. The relative index was calculated as the ratio of target mRNA expression to β-actin. Sequences of the mRNA primers used are shown in Supplementary information Table S1.

### 4.12. Statistical Analysis of RT-qPCR Data

The raw data were transferred from the mean CT values of replicated samples to copy number according to the established standard curve. The raw data were log transformed, followed by checked the normality by Kolmogorov-Smirnov test and convergence by club′s rejection test. Statistical analyses were performed using GLM and REG procedures available in the SAS computer program [56]. Comparisons between mean values were carried out using one-way ANOVA and Fisher’s least significant difference test. The statistical comparison of the relative index of cell proliferation between the treated and untreated group was performed by using a non-parametric chi-square test in Microsoft Excel. For all cases, *p*-values < 0.05 were considered significant.

## 5. Conclusions

In this study, we confirmed that 5-HT_1A_ or 5-HT_2C_ receptors are expressed in pMA of intramuscular origin. A dose-dependent serotonin stimulation resulted in decreased fat accumulation in the mature adipocytes, as well as decreased adipocyte proliferation in vitro. The microarray results displayed the patterns of transcriptome alteration, as well as key regulatory transcripts in the adipocytes during adipocyte differentiation from its precursor, preadipocytes, and after exogenous stimulation with serotonin and TNF-α. The transcriptomes alterations were associated with differentiation significantly involved with the enrichment of PPAR signaling pathway. Serotonin stimulation resulted in transcriptome alterations which were involved in activation of GPCR ligand-binding, cell chemotaxis, complement activation, and metabolic pathways, including metabolism of lipid, lipoprotein, and ketone bodies. Like serotonin, exogenous TNF-α stimulation also resulted in transcriptome modifications linked with proinflammatory responses in the porcine mature adipocytes of intramuscular origin.

## Figures and Tables

**Figure 1:**
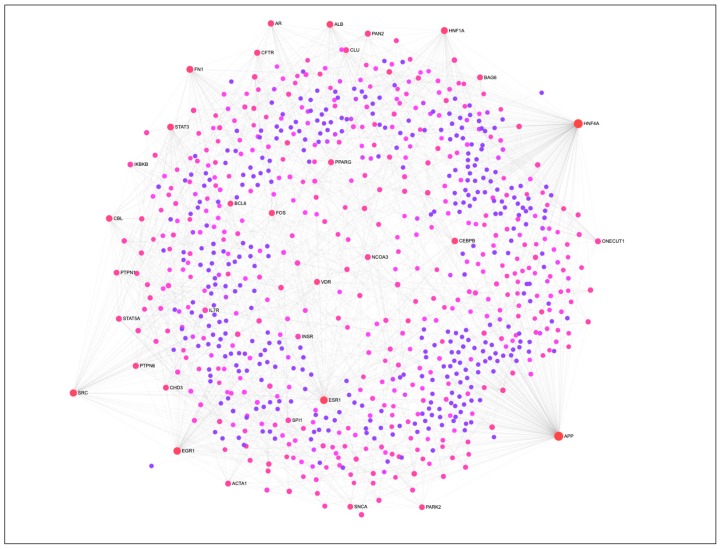
The protein-protein interaction (PPI) network of DEGs associated with adipogenesis in porcine intramuscular adipocyte. The PPI network was constructed by using NetworkAnalyst software incorporated with InnateDB interactome database. Circular nodes represent the differentially expressed genes, and edge represent the interaction. Circle diameter represents the degree centrality (number of connections it has to others), while the color intensity (from purple towards red) of a node represents the betweenness centrality (number of connections passing through this node) of the network.

**Figure 2:**
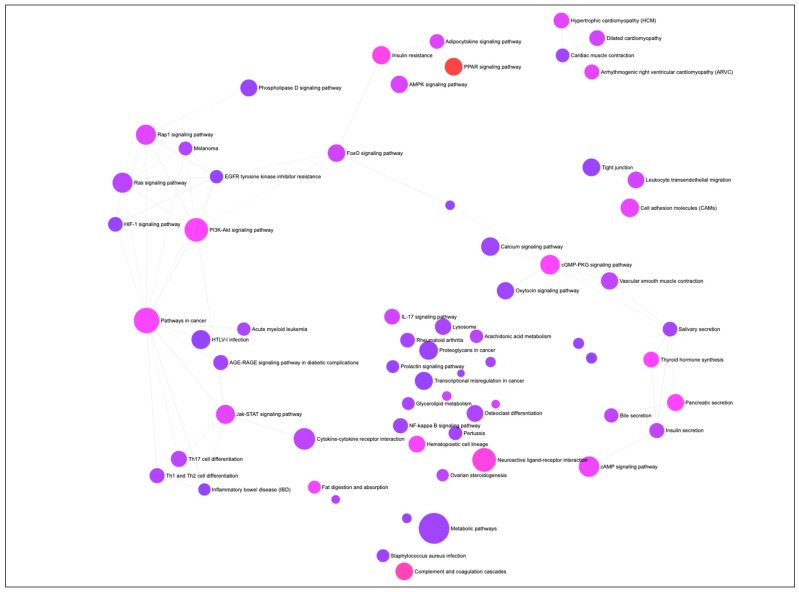
The gene-set network, showing KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways enriched by the differentially expressed genes (DEGs) associated with adipogenesis in the porcine intramuscular adipocyte. Circular nodes represent the pathways and edge connected the biologically similar pathways. Node’s diameter represents the number of DEGs involved with the enrichment (the bigger size, the higher number of genes), and the color of the node reparent the adjusted *p*-value of significant enrichment (the more intense color from purple towards red, the higher significance).

**Figure 3:**
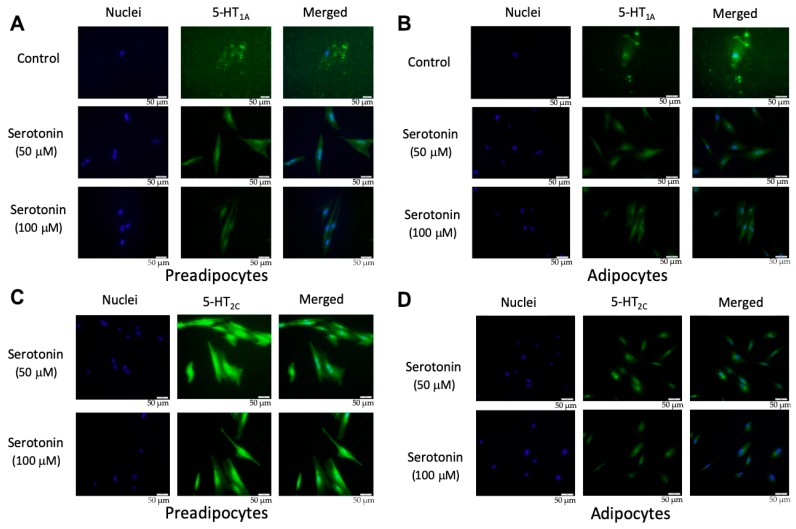
Expression of 5-HT_1A_ receptor in porcine intramuscular preadipocytes (PIP) (**A**) and in porcine mature adipocytes (pMA) of intramuscular origin (**B**); and the expression of the 5-HT_2C_ receptor in PIP (**C**) and in pMA (**D**). PIP cells and pMA cells were stimulated in vitro with serotonin (50 or 100 μM), and the protein level expression of 5-HT_1A_ and 5-HT_2C_ receptors was evaluated by immunofluorescent staining. Green color indicates the signal intensity of protein expression while blue color indicates the cellular nuclei. The upper most row of the images served as a control for the 5-HT_1A_ receptor in unstimulated cells (**A**, **B**), as well as for the isotype control of 5-HT_2C_ receptors (**C**, **D**).

**Figure 4:**
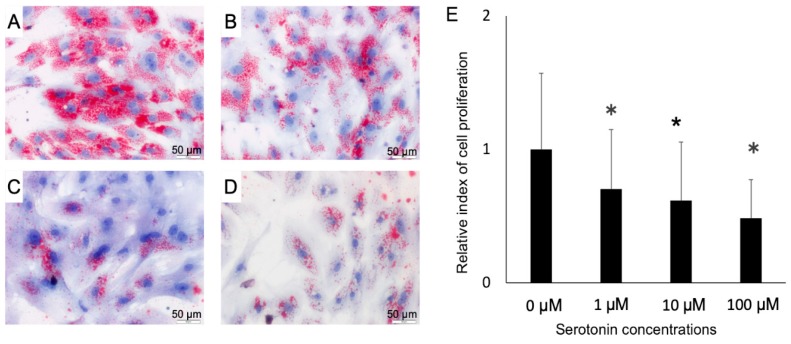
The Oil red O staining image is showing the serotonin-induced fat accumulation in- (**A**–**D**), and the rate of death/proliferation of adipocytes (**E**). Differentiated adipocytes were stimulated with 0 (control), 1, 10 or 100 μM and then fat accumulation was measured at four days post-stimulation by thin layer chromatography. **A**, control; **B**, 1 μM; **C**, 10 μM and **D**, 100 μM. Lipid droplets stained red color and cellular nuclei stained blue color (A–D). Results obtained from three independent trials are presented as mean ± standard deviation. * < 0.05, significant difference against the unstimulated control cells.

**Figure 5:**
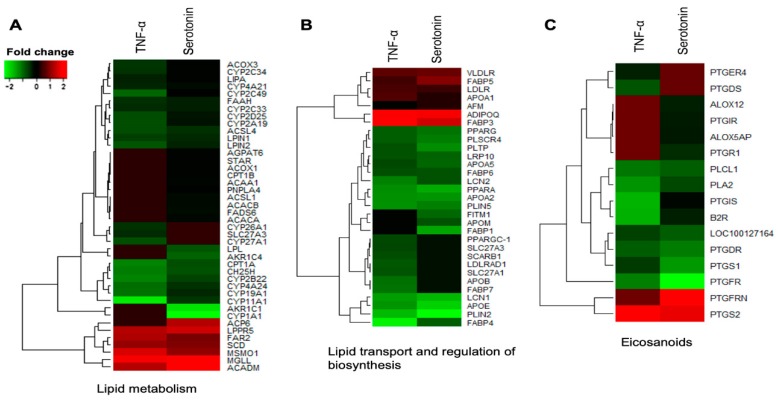
Genes associated with metabolic and endocrine functions which were differentially expressed in porcine mature adipocytes (pMA) of intramuscular origin after in vitro stimulation with serotonin (100 μM) and TNF-α (2.5 µg/mL) both for 12 h. Genes are presented as different functional groups: **A**. Lipid metabolism, **B**. Lipid transport and regulation of biosynthesis, and **C**. Eicosanoids. Green color indicates down-regulation and red color for up-regulation.

**Figure 6:**
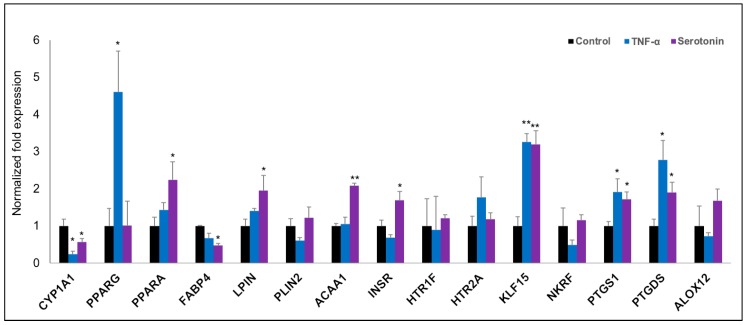
RT-qPCR validation of expression changes of selected metabolism-related genes in porcine mature adipocytes (pMA) of intramuscular origin. The pMA (2.5 × 10^4^ cm^2^) were stimulated with serotonin (100 μM) and TNF-α (2.5 µg/mL) both for 12 h. The normalized fold expression of each gene obtained from three independent experiments and represented in each bar as mean ±standard deviation. The asterisks (*, *p* < 0.05; **, *p* < 0.01) indicate statistically significant difference when compared with control.

**Figure 7:**
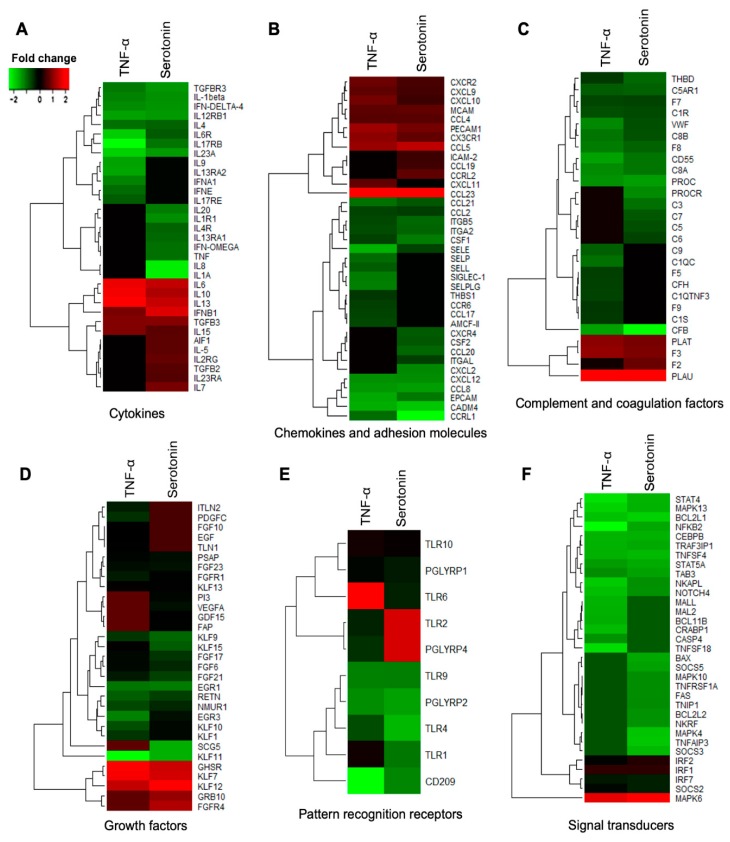
Immune response-related genes differentially expressed in porcine mature adipocytes (pMA) of intramuscular origin after in vitro stimulation with serotonin (100 μM) and TNF-α (2.5 µg/mL) both for 12 h. Genes are presented as different functional groups: **A**. Cytokines, **B**. Chemokines, **C**. Complement factors, **D**. Growth factors, **E**. Pattern recognition molecules, and **F**. Signal transduction molecules. Green color indicates down-regulation and red color for up-regulation.

**Figure 8:**
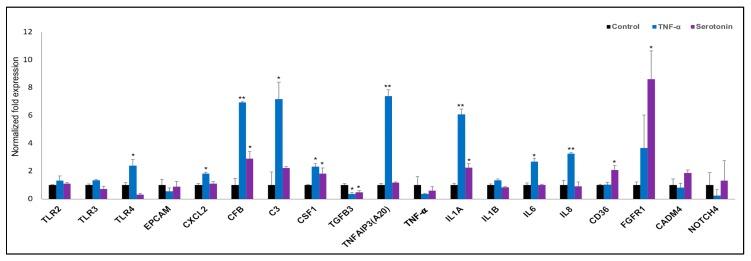
RT-qPCR validation of expression changes of selected immune response-related genes in porcine mature adipocytes (pMA) of intramuscular origin. The pMA (2.5 × 10^4^ cm^2^) were stimulated with serotonin (100 μM) and TNF-α (2.5 µg/mL) both for 12 h. The normalized fold expression of each gene obtained from three independent experiments and represented in each bar as mean ± standard deviation. The asterisks (*, *p* < 0.05; **, *p* < 0.01) indicate statistically significant difference when compared with control.

**Figure 9:**
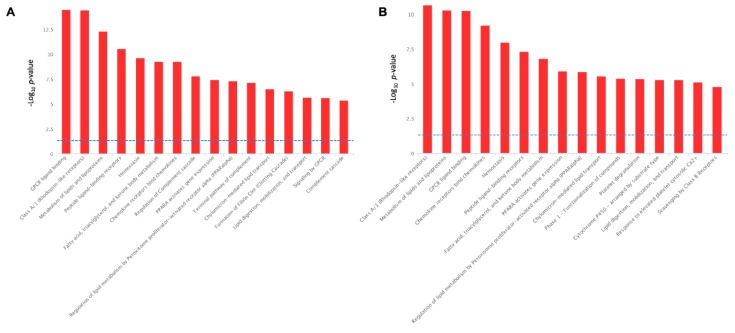
Biological pathways significantly enrichment by the serotonin-induced (**A**) and TNF-α-induced (**B**) differentially expressed genes in porcine mature adipocytes (pMA) of intramuscular origin. The -Log_10_ *p*-value of 1.3 was considered as the significant threshold as indicated by the blue dotted line.

## Data Availability

The MIMAE (minimum information about a microarray experiment) standard raw microarray dataset have been submitted to the NCBI-GEO database under the access number GSE141695.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/2/638/s1.

# Supplementary material for: Transcriptome Modifications in the Porcine Intramuscular Adipocytes during Differentiation and Exogenous Stimulation with TNF-α and Serotonin
**Source:** Int J Mol Sci. 2020 Jan 18;21(2):638. doi: 10.3390/ijms21020638
**Supplement:** Supplementary file 1

# Transcriptome Modifications in the Porcine Intramuscular Adipocytes during Differentiation and Exogenous Stimulation with TNF- $\alpha$ and Serotonin

Asuka Tada <sup>1,2,†</sup>, Md Aminul Islam <sup>1,2,3,†,‡</sup>, AKM Humayun Kober <sup>1,2,†,‡</sup>, Kohtaro Fukuyama <sup>1,2</sup>, Michihiro Takagi <sup>1,2</sup>, Manami Igata <sup>1,2</sup>, Leonardo Albarracin <sup>1,4</sup>, Wakako Ikeda-Ohtsubo <sup>1,2</sup>, Kenji Miyazawa <sup>5</sup>, Kazutoyo Yoda <sup>5</sup>, Fang He <sup>5</sup>, Hideki Takahashi <sup>6,7</sup>, Julio Villena <sup>1,4</sup>, Hisashi Aso <sup>2,8,\*</sup> and Haruki Kitazawa <sup>1,2,\*</sup>

-
-
-
-
-
-
-
- † These authors contributed equally to this work.
- ‡ Japan Society for the Promotion of Science (JSPS) Postdoctoral Fellow.

### Supplementary table

**Table S1.** Sequence information for the primers used for qRT-PCR-based quantification of mRNA expressions in porcine adipocytes after stimulation with serotonin and TNF $\alpha$ .

| Gene<br>symbol | Primer sequence (3' - 5')                                      | Size<br>(bp) | Accession No   |
|----------------|----------------------------------------------------------------|--------------|----------------|
| Beta actin     | F: CAT CAC CAT CGG CAA CGA<br>R: GCG TAG AGG TCC TTC CTG ATG T | 144          | XM_003124280.5 |
| INSR           | F: AGA GCG GAT CGA GTT TCT CA<br>R: CCA TCC CAT CAG CAA TCT CT | 245          | XM_021083943.1 |
| PPAR $\gamma$  | F: ACA CCG AGA TGC CGT T<br>R: CGA CAG GTC CAC AGA G           | 56           | XM_005669788.3 |
| PPAR $\alpha$  | F: CGA CCT GGA AAG CCC GTT AT<br>R: GGA TCC ATC TGA TCC CGG AC | 148          | NM_001044526.1 |
| TLR2           | F: ACA TGA AGA TGA TGT GGG CC<br>R: TAG GAG TCC TGC TCA CTG TA | 109          | XM_005653577.3 |
| TLR3           | F: TAG AGA CAT GGA TTG CTC CC<br>R: AAC TTC TGG AAT GCA GGT CC | 435          | NM_001097444.1 |
| TLR4           | F: CTC TGC CTT CAC TAC AGA GA<br>R: CTG AGT CGT CTC CAG AAG AT | 322          | NM_001293316.1 |
| EPCAM          | F: GCGATA GCG ATT GTT GCT GG<br>R: CCC TAT GCA TCT CGC CCA TC  | 106          | NM_214419.1    |
| SAA2           | F: AGAGCCTACTCGGACATGAGA GA<br>R: CCC CGG GCA TGG AAG TAC      | 65           | NM_001044552.1 |
| CXCL2          | F: CCG GGA CCC CAC TGT GA<br>R: CAAACTTCCTGACCATTCTTGAGA       | 62           | NM_001001861.2 |
| CFB            | F: CCT CGG GCT CCA TGA ATA TC<br>R: TGC CCC AAT GCT GTC TGA T  | 56           | NM_001101824.1 |
| C3             | F: CCA ACA GGG AGT GCA ACG A<br>R: TGA CTC CGT GTC TGG GAC TTG | 70           | NM_214009.1    |
| CSF1           | F: CCA ACA GGG AGT GCA ACG A<br>R: TGA CTC CGT GTC TGG GAC TTG | 147          | NM_001244523.1 |
| TGFB3          | F: TTG CTA AAT GCT CCA GCC AG                                  | 90           | NM_214198.1    |

|                  |                                                                       |     |                |
|------------------|-----------------------------------------------------------------------|-----|----------------|
|                  | R: GCC TCC GCC TGT AGA ACA AG                                         |     |                |
| TNFAIP3<br>(A20) | F: CCC TGG GGC ATT ATG GGT TT<br>R: CCT CAC ACG TTG TAG CAC CT        | 60  | NM_001267890.1 |
| TNF $\alpha$     | F: CGA CTC AGT GCC GAG ATC AA<br>R: CCT GCC CAG ATT CAA AG            | 58  | JF831365.1     |
| IL-8<br>(CXCL8)  | F: GCT CTC TGT GAG GCT GCA GTT<br>R: TTT ATG CAC TGG CAT CGA AGT T    | 62  | NM_213867.1    |
| IL6              | F: TGG ATA AGC TGC AGT CAC AG<br>R: ATT ATC CGA ATG GCC CTC AG        | 109 | NM_214399.1    |
| IL1A             | F: AGAATCTCAGAAACCCGACTGTTT<br>R: TTC AGC AAC ACG GGT TCG T           | 62  | NM_214029.1    |
| IL1B             | F: GCC CTG TAC CCC AAC TGG TA<br>R: CCA GGA AGA CGG GCT TTT G         | 61  | NM_001302388.2 |
| CYP1A1           | F: GCC CGA CCT CTA CAG CTT<br>R: TGG GAT GGT GAA GGG GA               | 843 | NM_214412.1    |
| FABP4            | F: TCA CTG CAG ATG ACA GGA AAG<br>TC<br>R: ACC AGG GCG CCT CCA T      | 58  | NM_001002817.1 |
| CD36             | F: AAA ATA TAA CCC AGG ACC CTG<br>AGA<br>R: ATG GCA CCA TTG GGC TGT A | 61  | NM_001044622.1 |
| LPIN1            | F: AAA ACC TGT CCC CAG TCG TG<br>R: GAA ACT GAA GGA CTG GCG CT        | 91  | NM_001130734.1 |
| PLIN2            | F: CTG ACC GAG TCT CAG GAT GC<br>R: GCT GGC AGA GGC AGG TTT A         | 102 | NM_214200.2    |
| ACAA1            | F: TGT CCA TGT GTA TCG GGA CC<br>R: CAC CAT CGG TGC TAG AGG TG        | 147 | XM_003132103.4 |
| GLP2R            | F: CTG TAC ACG GTG GGC TAC TC<br>R: CGA AGA CAC AAG AGG AGG GTC       | 70  | NM_001246266.1 |
| HTR1F            | F: TGG CTT GGA TAT CTC AAT TCC CT<br>R: TCG ACA TCG TAC AAG TTT TTG G | 96  | NM_214101.1    |
| HTR2A            | F: GGT CGG CCT TTT CCA GGT AT<br>R: GGC CTT GTC GTC TTG CTT TG        | 152 | NM_214217.1    |

|        |                                                                    |     |                |
|--------|--------------------------------------------------------------------|-----|----------------|
| KLF15  | F: CCT GTG AAG GGG GAG CAT TT<br>R: ACC CCT GGC TCC ATG TTT TC     | 128 | NM_001134349.2 |
| FGFR1  | F: GAC TCT CCA GAG GCG GAA TC<br>R: TGC GGT TAG AGG TTG GTG AC     | 115 | XM_005671767.3 |
| CADM4  | F: CGA AAG GAG CTG AAA GGG GT<br>R: TGC CTC GCA GAT GAC GAT AC     | 120 | XM_021094480.1 |
| AMCF2  | F: AGT GCT CCA AGG CAG AAG TGA<br>R: TTT GGG TCC AGA CAG ACT TCC T | 64  | NM_213876.1    |
| THBD   | F: AGG CTT GCG AGC ATC TAC AG<br>R: GGT TGT CCC CTG TAA CCC AC     | 192 | NM_001130732.1 |
| PROC   | F: GAG CCA AAG GTG AGG TCC C<br>R: ATG GGG ACT GCT TCC CAT TG      | 142 | NM_213918.1    |
| NOTCH4 | F: CCA GGC TGA AGA AAT GGC CT<br>R: GTC ACT CCA TCA GGT CCA CG     | 153 | NM_001123147.1 |
| NKRF   | F: CCA AAT CGT ACA TGG CGC TG<br>R: CCT GGG TGA AGA GCC TGT TT     | 180 | XM_001927183.6 |
| PTGS1  | F: AGC TCA AGT TTG ACC CGG AG<br>R: CGA CCC CAT AGT CCA TCA GC     | 186 | XM_001926129.6 |
| PTGIS  | F: CCG ATT CCT GAA CCC GGA TG<br>R: CCC AGG GCA GGC TGT AAT TC     | 83  | XM_005654248.3 |
| PTGDS  | F: GTC CAT GTG CAA ATC GCT GG<br>R: GCA TCA GAG TTC GGG TCA CA     | 101 | NM_214228.1    |
| ALOX12 | F: ACC ACC AAG GAA GAC GTG AC<br>R: GGC CTT GGG GCT TGA GAA AT     | 162 | XM_003483092.4 |
| NOS2   | F: CAG CCA GGT GCT CAC CTA TT<br>R: TCT CAA GCC TCT GCC TTT CG     | 110 | NM_001143690.1 |

How the deposited data were processed for this re-analysis (not part of the article)

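Gene expression was measured on 4 porcine arrays, 1 array per condition: porcine intramuscular preadipocytes (PIP), mature adipocytes (pMA) after 4 days of differentiation, and pMA stimulated for 12 h with 100 μM serotonin or with 2.5 µg/mL TNF-α. The conditions were taken from the sample labels and the paper. The arrays lay on 1 slide and carry 1 scan entry, so slide and scan do not differ between conditions. According to the methods, RNA was pooled within each group.

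The authors deposited, for each array, the intensity of every spot on a linear scale as written by Agilent Feature Extraction 10.7.3.1, with background subtraction done by that software and without normalization between arrays. They also deposited a value table of the same arrays. Its values are a signal on a linear scale, although the methods speak of a log2 scale: each column equals the processed intensity times 1 constant per array, within a relative spread of at most 2.7e-06. The table is therefore not an independent measurement.

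From the intensities, log2 values were computed, and each array's 75th percentile of these values over non-control spots was then subtracted. Control spots and spots marked as non-uniform or as population outliers were left out, intensities under 1 were set to 1, and no spot was saturated. Of 43603 probes, 50 were spotted 5 times and were averaged. A gene took the probe with the highest mean over the 4 arrays, and where no majority of a gene's probes shows the printed direction the text says so. Gene names are those of the array design. Of 1309 probes named by a LOC number, 170 received a symbol through their accession in the RefSeq gene table of Sscrofa11.1. No coordinates are given. A gene had to be well above background on at least 1 of the arrays compared. Where that held on only 1, the ratio is a lower bound: the brighter value against the higher of the dim probe's own value and the lowest signal well above background on that array. Where the brighter value did not exceed that limit, no ratio is given, although the gene was well above background on 1 array. A change was called at 2-fold, the cutoff of the methods.

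The p cutoff of the methods could not be applied. With 1 array per condition there are no residual degrees of freedom, so limma, the methods' t-test and a slide block could not be fitted, and no p-value is given. The number of arrays limits the precision. The technical standard deviation of a log2 ratio, 0.13, comes from repeated spots within an array and leaves out differences between cultures, labelings and arrays. The interval around the share of listed genes is a 95% binomial interval (Wilson). It treats the gene and stimulation pairs as independent. Genes listed for both stimulations enter as 2 pairs and all ratios share 1 unstimulated array, so the interval is too narrow.

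Genes to be named were chosen by a rule set before the data were examined. Of each list in the text these are the 3 genes with the largest change, the genes measured by RT-qPCR, and those that changed at least 2-fold against the stated direction if there were 5 or fewer. For each comparison the 5 largest rises and falls among gene symbols measured on both arrays were added. Genes of these lists that are named outside the rule, such as dim ones, complete a short list. The text of the paper names 252 genes as changed on the arrays, and 4 of these names were not matched to a gene name of the array. A table of spelling variants was completed with the array's own spellings after the array names had been seen and before ratios were computed.

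Gene lists were fixed before the data were examined. Hub genes come from the paper and RT-qPCR primer genes from its Table S1. Lists of PPAR signaling, adipocyte markers, NF-κB targets, interferon-stimulated genes, glucocorticoid-induced genes, cholesterol synthesis genes, cell division genes, serotonin receptors, chemokines and chemokine receptors, complement genes and lipid transport genes were written from general knowledge. The lists overlap: NF-κB targets hold chemokine and complement genes, and adipocyte markers hold PPAR and lipid transport genes. The percentile of a list's median comes from 10000 random lists of the same size matched on mean signal. Lists of targets of the aryl hydrocarbon receptor and of NRF2 were written later, after CYP1A1 had been seen.

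The 9 alternatives set before the data were examined were normexp background correction (limma 3.58.1, offset 0), quantile normalization, scaling to the median, probes well above background on all 4 arrays, no filter on dim probes, the median of a gene's probes, outlier spots kept, the deposited value table, and a 4-fold cutoff. Counts over gene symbols only were added after the counts had been seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3, were used. The procedure was tested on simulated data made from the unstimulated pMA array with noise from repeated spots: of 200 genes changed by known folds, 100% were found past 2-fold in the right direction, and 0 unchanged genes passed. That noise is smaller than differences between cultures, so the test shows only that the computation works.

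Some genes that the rule would name are not reported here. Protein staining, Oil red staining, cell death and RT-qPCR were not analysed here.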

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

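The genes below have the largest rise after each stimulation among gene symbols that the paper does not name. They were picked by a fixed rule of size, and no replicate array is there to test them. The comparison of probes was made after these ratios had been seen. No technical explanation was tested beyond the settings, probes and labels given.

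MMP1 had a log2 ratio of 4.34 after serotonin, from a log2 level of -4.10 in unstimulated pMA to 0.24. It rests on 1 probe. Over 8 settings that gave a value it ranged from 3.32 to 4.43, so neither the scaling nor the background correction tried removes it. MMP1 also rose after TNF-α, by 3.56. It belongs to the list of NF-κB targets, whose median log2 ratio was 0.37 after serotonin (99.96th percentile of random lists) and 1.86 after TNF-α (above all random lists). These medians ranged over the settings from 0.34 to 0.79 after serotonin and from 1.70 to 2.00 after TNF-α. A swap of the labels of the stimulation arrays would place the higher median on the array labelled serotonin. The difference, TNF-α minus serotonin, was 1.49, which argues against a swap. In PIP cells MMP1 was dim, at a log2 level of -5.08, below that of unstimulated pMA. This goes against a falsely low value on the pMA array, as far as 1 array of cells that also differ by differentiation can. A fault of the probe stays open, as does the shared unstimulated array: its value enters both ratios. A response of these cells to serotonin also stays open and was not tested.

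SAA3 had a log2 ratio of 5.69 after TNF-α, from 3.88 to 9.57. All 5 of its probes rose, between 5.69 and 7.57, and the settings gave 5.61 to 6.91, which argues against a single faulty probe and against the scaling. After serotonin it rose by 1.13. The paper's Table S1 holds primers for SAA2, which was not matched to a gene name of the array. Probes of close serum amyloid A genes can take up each other's transcripts, which was not tested here.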

How the results depend on the processing

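The comparison over gene symbols only was chosen after the counts had been seen; the other alternatives were set before the data were examined.

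With no filter on dim probes, 7129 genes passed 2-fold in pMA against PIP, 3902 after serotonin, 3236 after TNF-α and 1318 after both, against 2516, 1304, 704 and 259. This alternative adds genes dim on both arrays. The share moving in the same direction was 94.3% there and the share that rose after serotonin 33.3%. At a 4-fold cutoff the counts were 343, 187, 100 and 24, by construction. There, 95.8% of shared genes moved in the same direction, 86% of the genes changed after TNF-α rose, and 4.71% of the listed genes reached the cutoff in the stated direction, against 15.6% at 2-fold. Normexp background correction gave 454 genes after TNF-α and 160 after both, with 25.5% rising after serotonin and 68.1% after TNF-α. Probes well above background on all 4 arrays gave 452 and 154, with 69.9% rising after TNF-α; fewer genes enter there. For normexp the cause was not tested.

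The share that rose after TNF-α, 62.4%, reversed to 49.3% after quantile normalization and fell to 50.3% after scaling to the median; the cause was not tested. After serotonin these settings gave 34.2% and 35.3%, against 30.6%. In pMA against PIP, scaling to the median moved the median of lipid transport genes from 0.43 to 0.08 and that of cholesterol synthesis genes from -0.21 to -0.56, and turned the share that rose to 34.1%. The median of all genes moved by the same scaling from 0.12 to -0.22, so changes in that comparison are relative to the scaling. Gene symbols only gave 652, 391, 236 and 91 genes.

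No named ratio past 2-fold changed sign under any alternative that gave it a value. Of 109 named ratios past 2-fold, 97 were still past it under normexp, 107 under quantile normalization and 105 under scaling to the median. With the median of a gene's probes 95 of 105 were. The share of listed genes that follow the stated direction, 61.2%, lay between 57.6% and 62.8%. The deposited value table and kept outlier spots moved no count past 1.5 times.

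No paired analysis was possible because each condition has 1 array. For the same reason no replicate was left out, and neither the methods' t-test nor a slide block was run. Signal over background limits the listed genes: 143 of 385 gene and stimulation pairs on the array were dim on at least 1 array compared, and 95 on both.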

Differences from the paper's values

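The paper reports 270 genes changed in pMA against PIP cells, and 2516 gene names differed at least 2-fold here. Of the alternatives set before the data were examined, only the 4-fold cutoff gives a number within 1.5 times the paper's, 343. Normexp (1788), quantile normalization (1945), scaling to the median (2505), probes well above background on all 4 arrays (1725), no filter on dim probes (7129), the median of a gene's probes (2477), kept outlier spots (2523) and the deposited value table (2563) do not. Gene symbols only, chosen after seeing the values, gives 652, which does not either.

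After serotonin, the paper's number is 261 and 1304 were found. The 4-fold cutoff gives 187, within 1.5 times the paper's number, and the other alternatives, from 973 to 3902, do not. Gene symbols only gives 391, within that range, and was chosen after seeing the values.

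For TNF-α, the paper's number is 249 and 704 were found. None of the alternatives set before the data were examined comes within 1.5 times, the nearest being 452 with probes well above background on all 4 arrays and 100 at a 4-fold cutoff. Gene symbols only, chosen after seeing the values, gives 236. The paper's number of genes shared by both stimulations, 181, lies within 1.5 times the 259 found here. It does not under quantile normalization (281), no filter on dim probes (1318), the 4-fold cutoff (24) or gene symbols only (91). The closeness is one of counts only. The paper's 181 are part of 261 and 249 genes, and the 259 here are part of 1304 and 704. The shared part of each set is therefore smaller here than in the paper. The paper also selects genes by a p cutoff, which could not be applied.

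The paper states that many more genes rose than fell after both treatments. After serotonin 30.6% of the changed genes rose, and no setting reached 50%. After TNF-α 62.4% rose, and 49.3% after quantile normalization. The paper states that shared genes changed in the same direction; 224 of 259 did and 35 did not.

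The genes that section 2.3 lists as changed give 391 gene and stimulation pairs, of which 385 were on the array and 276 had a ratio. The stated direction was followed by 169 (61.2%, 95% interval 55.4% to 66.8%, too narrow because genes listed for both stimulations enter as 2 pairs and all ratios share 1 unstimulated array), and 43 (15.6%) reached 2-fold in it, while 15 reached 2-fold in the other direction and 218 changed by less than 2-fold. By direction, 79 of 115 stated to rise after serotonin and 26 of 34 stated to fall did so, and 58 of 99 stated to rise after TNF-α. Of 28 stated to fall after TNF-α, 6 fell. The text gives IL15 after TNF-α and C5AR1 after serotonin in both directions, and these were left out.

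Some genes went against the text by 2-fold or more. PTGS2, stated to fall after both stimulations, had a log2 ratio of 3.29 after serotonin and 0.93 after TNF-α. IL6 and CXCL10, stated to fall after both, had 1.63 and 1.95 after TNF-α. FABP4, stated to rise after both, had -2.77 after serotonin, and FABP4 is stated to fall after both by RT-qPCR, while it had 1.45 after TNF-α on the array. CYP1A1 is stated to rise after serotonin in the array text and to fall after both by RT-qPCR, and was at least 407-fold higher after serotonin on the array. C3, PROCR, TNFAIP3, CXCL2 and CCL20, stated to be unchanged after TNF-α, had log2 ratios of 6.09, 3.07, 5.29, 3.27 and 3.59. The 3 probes of PROCR ranged from 0.48 to 3.07. In the RT-qPCR text, C3, TNFAIP3, CXCL2 and IL6 are stated to rise after TNF-α, which is the direction of the arrays, as for CXCL8 (IL8 in the paper), at least 1.31-fold higher. TLR4, listed with them, had -0.17 after TNF-α. PTGDS, stated to rise after both by RT-qPCR, had -0.71 after serotonin and 0.52 after TNF-α. PPARA, stated to be higher in pMA than in PIP cells, was not well above background on either array.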

Other observations

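The tests on CYP1A1, aryl hydrocarbon receptor targets and NRF2 targets were chosen only after the ratio of CYP1A1 had been seen, and the test of the scaling over gene symbols after the counts had been seen, and the share among probes well above background on all 4 arrays was made a test of dim probes after its value had been seen; the other tests were written before the data were examined. The cutoffs by which each test was read were set later. For the PIP side of the shared genes, for the NRF2 targets and for the share of dim pairs, the reading that leaves the explanation open was chosen after their values had been seen.

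CYP1A1 rose at least 407-fold after serotonin and was dim after TNF-α. A single faulty probe is argued against by the other probe, whose log2 ratio was at least 7.12. A candidate explanation is activity of the aryl hydrocarbon receptor. Of 7 further targets written down, 4 had a ratio, and their median was 2.81 after serotonin and 0.27 after TNF-α: UGT1A6 3.68, TIPARP 3.08, NQO1 2.54 and CYP1A2 0.05. UGT1A6 had been seen among the largest rises, and it also rose by 1.92 after TNF-α. NQO1 and UGT1A6 are also targets of NRF2 in oxidative stress. Over 15 other NRF2 targets the median was 0.59 after serotonin and -0.12 after TNF-α, with GCLC at 2.55 and GCLM at 1.56, and it lies between what the explanation needs and no change. Whether NRF2 activity raised NQO1 and UGT1A6 therefore stays open. A contaminant in the medium or a trace in the serotonin preparation was not tested, and neither was serotonin itself.

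The ratios after serotonin and TNF-α moved together, and whether this reflects the cells or the shared unstimulated array stays open. Noise of repeated spots alone gave no shared gene, against 259. Its correlation of 0.51, beside the 0.37 observed, decides nothing, since equal noise and 1 shared array give about that value at any width. Noise as wide as the difference between the stimulated arrays gave 517.3 shared genes, and that width itself holds the response to the stimulations. If the pMA array alone deviated, nearly all shared genes would lie on the same side of pMA in PIP cells too. Of 216 shared genes with a PIP ratio, 152 (70.4%) did, 92 of them at least 2-fold, and 53 lay on the other side by more than the noise of spots, 15 of them at least 2-fold. PIP cells differ from pMA by differentiation as well, so the explanations cannot be told apart without a further array of unstimulated pMA.

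That many listed genes did not follow the stated direction could come from dim probes. Of the listed pairs, 37.1% were dim on at least 1 array, but 95 of these 143 pairs were dim on both and have no ratio, so this share decides nothing. Among probes well above background on all 4 arrays, 127 of 213 pairs (59.6%) followed the stated direction, which argues against dim probes as the whole cause. Over all gene names, the excess of rising over falling genes after TNF-α may come from the scaling, since the share that rose reached 49.3% under quantile normalization. Among gene symbols the scalings tried argue against it, since 169 rose and 87 fell under quantile normalization and 146 rose and 81 fell after scaling to the median, 64.3% at the lowest. After serotonin there was no such excess under any scaling.

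Interferon-stimulated genes were lower in pMA than in PIP cells, with a median log2 ratio of -1.26, and lower again after serotonin, with -1.22. All 20 members with a ratio fell in both of these comparisons, and no random list had a median as low. After TNF-α the median was 0.23. Over the settings these medians ranged from -1.61 to -1.23 for differentiation, -1.22 to -1.14 for serotonin and 0.15 to 0.28 for TNF-α. RSAD2 had -2.29, -2.36 and 0.23 in this order, and its 2 probes ranged from -2.36 to -1.28 after serotonin. The list was written before the data were examined. None of the scalings, the background correction, the probe choices and the filters tried removes the fall. No further technical explanation of it was tested, and no biological one.

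Cell division genes fell with differentiation, with a median log2 ratio of -3.32 over 17 genes, and none of the random lists was as low. After TNF-α the median was 1.20 over 16 genes, with 9 up at least 2-fold and a range over settings of 0.88 to 1.29. After serotonin it was -0.41 over 13 genes. CCNB1 had -4.91 with differentiation, 1.80 after TNF-α and -1.05 after serotonin. A different share of dividing cells in the pooled RNA of each condition was not tested, and no biological explanation was tested.

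Glucocorticoid-induced genes had a median log2 ratio of 0.99 in pMA against PIP, 0.53 after serotonin and -0.09 after TNF-α, over 14 genes each. The first 2 medians were above all random lists, and over the settings they ranged from 0.64 to 1.05 and from 0.36 to 0.56. KLF9, KLF15, PDK4 and ANGPTL4 belong to this list and are regulated in adipocytes too. According to the methods, the differentiation medium contained dexamethasone, a glucocorticoid, and the growth medium of PIP cells is described without it. In pMA against PIP, a response to dexamethasone therefore cannot be told apart from differentiation. Cholesterol synthesis genes had -0.21, -0.22 and -0.04 over 12 genes. NF-κB targets had 0.01 in pMA against PIP, adipocyte markers -0.06 after serotonin and 0.08 after TNF-α, hub genes -0.08 and 0.01, and chemokines and chemokine receptors 0.04 in pMA against PIP. The medians near 0 of NF-κB targets, adipocyte markers, hub genes, chemokines in differentiation and cholesterol synthesis genes after TNF-α have members that go both ways.

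Of 14 serotonin receptor genes, 9 were on the array under these names and 3 had a ratio in pMA against PIP: HTR3A 1.53, HTR2A 0.82 and HTR1B -0.31. HTR2C, whose protein the paper stained, was not well above background on any array that was compared.

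Array values of genes that the paper measured by RT-qPCR in Figure 8 are given here as values. TGFB3 had a log2 ratio of -2.04 after serotonin, with all 3 probes lower, and -0.21 after TNF-α. CD36 had 1.47 and 0.48, and TLR3 -0.30 and 0.40. NOS2 had 0.01 after serotonin, with 1 of 2 probes in that direction, and 0.72 after TNF-α, where 4 probes ranged from 0.03 to 4.76. CXCL8 was dim in unstimulated pMA and at least 1.17-fold higher after serotonin and at least 1.31-fold higher after TNF-α. IL1B was dim.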
